# Brown and white adipose tissues: intrinsic differences in gene expression and response to cold exposure in mice

**DOI:** 10.1152/ajpendo.00473.2013

**Published:** 2014-02-18

**Authors:** Meritxell Rosell, Myrsini Kaforou, Andrea Frontini, Anthony Okolo, Yi-Wah Chan, Evanthia Nikolopoulou, Steven Millership, Matthew E. Fenech, David MacIntyre, Jeremy O. Turner, Jonathan D. Moore, Edith Blackburn, William J. Gullick, Saverio Cinti, Giovanni Montana, Malcolm G. Parker, Mark Christian

**Keywords:** brown adipose tissue, subcutaneous white adipose tissue, visceral white adipose tissue, cold, brite, adipokine

## Abstract

Brown adipocytes dissipate energy, whereas white adipocytes are an energy storage site. We explored the plasticity of different white adipose tissue depots in acquiring a brown phenotype by cold exposure. By comparing cold-induced genes in white fat to those enriched in brown compared with white fat, at thermoneutrality we defined a “brite” transcription signature. We identified the genes, pathways, and promoter regulatory motifs associated with “browning,” as these represent novel targets for understanding this process. For example, neuregulin 4 was more highly expressed in brown adipose tissue and upregulated in white fat upon cold exposure, and cell studies showed that it is a neurite outgrowth-promoting adipokine, indicative of a role in increasing adipose tissue innervation in response to cold. A cell culture system that allows us to reproduce the differential properties of the discrete adipose depots was developed to study depot-specific differences at an in vitro level. The key transcriptional events underpinning white adipose tissue to brown transition are important, as they represent an attractive proposition to overcome the detrimental effects associated with metabolic disorders, including obesity and type 2 diabetes.

adipose tissue is a highly dynamic endocrine organ with central roles in the regulation of energy metabolism. Discrete adipose tissue depots have distinct contributions to energy balance, and metabolic disorders are associated with its disturbance (21, 43, 56, 59). The major fat depots in mammals, including humans, are the subcutaneous and the intra-abdominal depots. These are composed of varying amounts of the two different types of adipose tissue: white adipose tissue (WAT) that stores energy in the form of triacylglycerol (TAG) and brown adipose tissue (BAT) that dissipates energy as heat, “burning” fatty acids to maintain body temperature. WAT and BAT have significant transcriptional, secretory, morphological, and metabolic differences. The main murine BAT depot is located subcutaneously in the interscapular region, but it can also be found in the cervical, axillar, and paravertebral regions. BAT is a highly vascularized and innervated tissue, and brown adipocytes possess multilocular lipid droplets and a high number of mitochondria and demonstrate a high rate of fatty acid and glucose uptake and oxidation (9). WAT is found primarily under the skin (subcutaneous) or inside the abdomen (gonadal, mesenteric, omental, and perirenal), and it is much less innervated and vascularized than BAT. White adipocytes have a unilocular lipid droplet, few mitochondria, and a low oxidative rate. Important differences exist between subcutaneous and visceral depots, which support their different involvement in insulin sensitivity and type 2 diabetes, with visceral WAT being more closely associated with an adverse metabolic profile (28).

In recent years, considerable interest has risen in the potential beneficial effects of acquiring BAT features (browning) in nonclassic BAT locations such as WAT. It is known that subcutaneous WAT is more sensitive to acquisition of BAT characteristics than visceral depots in mice and humans (47, 53). However, it is still a matter of debate as to whether mature white adipocytes undergo transdifferentiation into brown adipocytes (12, 16) or whether precursors committed to the brown lineage already present in the tissue differentiate into mature brown adipocytes (42, 63). Brown in white (brite) or “beige” adipocytes are distinct from the adipocytes in interscapular BAT in that they arise as multilocular adipocytes in WAT during adrenergic stimulus (30, 42, 46, 61, 63). They have low levels of uncoupling protein 1 (UCP1) compared with classic brown adipocytes but possess the capacity to induce UCP1 expression to a very high extent and the ability to increase their oxygen consumption upon adrenergic activation. It has been reported recently that the adipocytes found in human BAT could be of this brite type, and a defined bona fide interscapular BAT depot is found in infants (13, 31, 36, 49, 63). Several classes of factors have been identified to promote a BAT phenotype either in white adipocytes and/or WAT. These include transcription factors [e.g., peroxisome proliferator-activated receptor-γ (PPARγ), CCAAT/enhancer-binding protein beta (C/EBPβ), and Foxc2], coregulators [e.g., PPARγ coactivator-1α (PGC-1α), Prdm16, and Plac8], growth factors [e.g., bone morphogenetic protein (Bmp)7, Fgf21, Bdnf, and Bmp8b], enzymes (e.g., Ptgs2), lipid droplet-associated proteins (e.g., perilipin), and cell survival factors (e.g., necdin) as well as the miR193b-365 microRNA cluster (reviewed in Ref. 51). Although these factors have important roles in promoting a brown fat phenotype, to date, only fibroblast growth factor 21 (FGF21) has been reported in a therapeutic study (17). Understanding WAT-BAT plasticity in different depots, it is important for the design of future treatments to target type 2 diabetes and obesity by BAT-inducing drugs or other therapies, such as tissue transplantation or gene therapy.

For this study, we have compared gene expression in four different mouse adipose depots with very specific physiologies upon prolonged cold exposure. We sought to identify differentially regulated genes and thereby novel signaling pathways during cold-induced adipose tissue “remodeling.” Furthermore, we identified motifs that are enriched in the promoters of brite genes. We have been able to confirm that subcutaneous adipose tissue is the most prone to changing to display a brite phenotype identified as a number of temperature-regulated and differentially expressed genes that represent new targets for further studies. In addition, we have established cell models that will allow the comparison of different adipose tissue depots at an in vitro level. From these investigations, we have demonstrated that neuregulin 4 (Nrg4)is a novel cold-induced adipokine that promotes neurite outgrowth.

## MATERIALS AND METHODS

### Mice

#### Cold exposure experiments.

Groups of four 10-wk-old female 129Sv mice (Charles River, Milan, Italy) were housed separately and kept at 22°C. Subsequently, one group of mice was placed at 28°C and another one at 6°C for 10 days. Another group was kept at 22°C. Animals were singly caged with a 12:12-h light-dark cycle and free access to standard chow diet and water. At the end of the treatment, the body weights of single animals did not change significantly either during cold exposure or in warm acclimatization. Mice were culled as reported previously (7), and adipose tissues (interscapular BAT and subcutaneous, mesenteric, and gonadal WAT) were collected. Care and handling were in accordance with institutional guidelines. Procedures were approved by the Ethics Committee for Animal Experiments at the University of Ancona (11 Gen. 2007, protocol no. 585).

#### β_3_-Adrenoceptor agonist administration experiments.

Two groups of four 10-wk-old C57BL/6 female mice kept at 22°C were given an intraperitoneal injection either with saline (200 μl) or CL316,243 (1 mg/kg body wt in 200 μl of saline) 5 h after injection mice were culled by cervical dislocation and adipose tissues collected.

#### Tissue panel.

FVB/N female mice kept under normal housing conditions were culled by cervical dislocation and the different tissues collected. Experiments were carried out in accordance with UK Home Office regulations.

### Immunohistochemistry and Immunocytochemistry

Immediately after removal, adipose tissues were fixed overnight by immersion at 4°C in 4% paraformaldehyde. Paraffin-embedded dewaxed sections were stained with hematoxylin and eosin or incubated with anti-UCP1 (cat. no. 10983; Abcam) or anti-Nrg4 (anti-127; see Ref. 24) according to the avidin-biotin complex method (27). Staining was never observed when the primary antibody was omitted.

### RNA Extraction and qRT-PCR

Total RNA was extracted with Trizol. RNA for microarray analysis was purified using Qiagen RNeasy mini columns. The expression of target genes was determined using SYBR green reagent and gene-specific primers (sequences available on request). Relative expression levels were normalized to β-actin.

### Microarray Analysis

Gene expression microarray was performed by Almac diagnostics UK using GeneChip Mouse Genome 430A 2.0 Array (Affymetrix) on RNA extracted from interscapular BAT and subcutaneous and mesenteric WAT from mice exposed to 28 or 6°C. Three biological replicates were used. The analysis was conducted using R programming language and Bioconductor (55). After background adjustment, summarization, and normalization of the raw intensities, the data were analyzed using affy (19) and limma (14). Pairwise comparisons between conditions were performed. A linear model was fitted to the expression values of each probe, modified to account for the replicated samples and assuming no interaction between the genes. The moderated *t*-statistic was computed for each probe and for each contrast providing *P* values that were corrected for multiple testing using the Benjamini and Hochberg's method to control the false discovery rate (10). Probes with adjusted *P* values of <0.01 were considered statistically significant. The microarray data have been deposited in NCBI's Gene Expression Omnibus (15) and are accessible through GEO Series accession no. GSE51080 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51080). Heatmaps were produced based on the Euclidian distance. Pathway analysis was generated by Ingenuity IPA software.

### Protein Expression

Tissues and cultured cells were lysed in Laemmli loading buffer, and proteins were electrophoresed on a 10% SDS-PAGE gel and transferred to PVDF membrane. Membranes were probed with specific antibodies UCP1 (cat. no. U6382; Sigma), cell death-inducing DNA fragmentation factor α-subunit-like effector A (CIDEA; cat. no. AB16922; Chemicon), p-Akt (Ser^473^), and t-Akt, all from cell-signaling technologies and β-actin (Sigma).

### Preparation of adipocytes vs. stromal vascular fraction-enriched fractions

Adipose tissues from four mice were cut into 2-mm pieces and digested in serum-free DMEM-F-12 culture medium containing 1 mg/ml collagenase A (Roche) and 10 mg/ml DNAse (Roche). After digestion, the cells were separated by centrifugation at 170 *g* for 10 min, and mature adipocytes (floating fraction) and stromal vascular fraction (SVF; in the cell pellet) were collected separately for RNA extraction.

### Cell Culture

#### Generation of immortalized cell lines.

Primary cultures of brown adipose and subcutaneous, mesenteric, and gonadal white adipose tissues were generated by first digesting the tissue and pelleting the SVF, as described above. Preadipocytes were purified by collecting the cells that passed through 100 μm of mesh. Next, cells were passed through strainers of 70- or 25-μm mesh size for brown and white preadipocytes, respectively, and were plated and cultured in DMEM-F-12, 10% FBS, and 1% antibiotic-antimycotic. After culture for 2 days, preadipocytes were immortalized by retroviral-mediated expression of temperature-sensitive SV40 large T-antigen H-2kb-tsA58 (a gift from P. Jat). Cells were cultured at 33°C and selected with G418 (100 mg/ml) for 2 wk and then maintained in 50 μg/ml G418. Experiments were performed between passages 12 and 22. Cells were differentiated as described previously (22, 39).

#### PC12-HER4.

The PC12-HER4 cell line (24) was cultured in RPMI-1640 supplemented with 10% horse serum and 5% fetal bovine serum. Cells were plated on poly-l-lysine-coated glass coverslips and exposed to unconditioned DMEM-F-12, 10% FBS medium, or conditioned medium from differentiated adipocytes.

### Metabolic Studies

#### 9,10-[3H]palmitate oxidation.

Assessment was performed as reported previously (18). Briefly, differentiated adipocytes were starved in glucose-deprived DMEM for 1 h. Cells were then incubated at 37°C in DMEM containing 0.3 mM palmitate (9,10-[^3^H]palmitate, 12 μCi/ml), 2% BSA, 0.25 mM l-carnitine, and 3 mM glucose for 3 h. Palmitate oxidation was assessed by measuring ^3^H_2_O produced in the incubation medium. Data were normalized to DNA content/well measured with a Fluorescent DNA Quantitation Kit (Bio-Rad).

#### Glucose uptake.

Glucose uptake was measured using 2-[*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino]-2-deoxy-d-glucose (2-NBDG; Molecular Probes). Differentiated adipocytes in 96-well plates were serum starved for 3 h. Then cells were incubated in HBSS buffer with or without insulin (100 nM) for 30 min. Glucose uptake was initiated by the addition of HBSS containing 500 μM 2-NBDG and 2.5 mM deoxyglucose. After 15 min, plates were washed with cold HBSS buffer containing 25 mM glucose. Cells were lysed, and fluorescence was read at 466 nm. Fluorescence was normalized to protein content.

### Nrg4 ELISA

NRG4 levels in culture medium were determined by ELISA (SEC147Mu; Caltag Medsystems), following the manufacturer's protocol.

### IL-6 ELISA

Antibodies and standards were sourced from R & D Systems, and the ELISA was performed according to the manufacturer's instructions. Data were normalized to DNA content/well measured with a Fluorescent DNA Quantitation Kit (Bio-Rad).

### Nrg4 Knockdown

Conditionally immortalized BAT cells were transfected with shRNA (short-hairpin RNA) targeting Nrg4 (pSuperior-shNrg4). Oligonucleotides (shNrg4 forward, 5′-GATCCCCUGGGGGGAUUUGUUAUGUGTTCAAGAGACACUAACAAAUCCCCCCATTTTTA-3′; and shNrg4 reverse, 5′-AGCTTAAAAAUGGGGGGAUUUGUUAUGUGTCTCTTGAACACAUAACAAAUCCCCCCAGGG-3′) were annealed and ligated into pSuperior vector. Cells stably expressing the shRNA were achieved by selection with puromycin.

### Statistical Analysis

ANOVA tests were performed, and only *P* values <0.05 considered statistically significant. In all figures, the data are the average of a minimum of three independent replicates ± SE.

### Motif Detection in Upstream Flanking Regions of Differentially Expressed Genes

Lists of differentially expressed genes from the expression experiments were ordered using fold change, and Ensembl Gene IDs were obtained for lists of interest. The Ensembl Gene IDs were subsequently submitted to BioMart (Ensembl Genes 72, Mus musculus GRCm38.p1 dataset) to retrieve the corresponding 1,000-bp upstream flanks of the transcripts of the genes of interest from the genome annotation. To remove sequence repeats arising from overlapping transcript variants, the FASTA sequences were assembled into contiguous sequences with CAP3. Mixed contiguous sequences composed of flanks from more than one gene were verified to identify overlaps generated in CAP3 due to sequence similarity alone rather than contiguity. Such false mixed contiguous sequences were removed from the set of contiguous sequences. The original flanking regions making up the false mixed contiguous sequences were then collected, and a contiguous sequence was rebuilt if there was more than one transcript-flanking region for a particular gene, whereas singlets were simply added to the final set. The final set of sequences was then collated, which included the initial true contiguous sequences, the singlets, and the singlets or contiguous sequences which arose from the false mixed contiguous sequences. The resulting FASTA sequence file was submitted as a single cluster to MEME-LaB to detect 10 motifs between six and 12 base pairs, with the promoter maximum length adjusted to accommodate the longer contiguous sequences.

## RESULTS

### Fat Depots Vary in Their Response to Cold

To study the ability of different adipose tissue depots to respond to changes in temperature, 129Sv female mice were exposed to temperatures of 28 or 6°C. This mouse strain is reported to be diabetes and obesity resistant due to a greater amount of active BAT (3). It has a greater amount of adipocytes expressing UCP1 in different adipose depots and has been used for several studies addressing cold-induced transdifferentiation of adipose tissues (7, 40). 

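RNA from interscapular BAT, inguinal subcutaneous WAT (sWAT) and mesenteric WAT (mWAT) of female mice aged 10 wk, kept for 10 days at 28 or 6°C, was amplified and hybridized to Affymetrix mouse arrays, with 3 arrays for each depot and temperature (18 in all). The methods state that raw intensities were background adjusted, summarized and normalized with Bioconductor, without naming the algorithm. The deposited table holds 1 intensity for each probe set on each array, on a linear scale from 4.44 to 31897. At 28°C the median intensity of an array was 132 to 133 in BAT, 145 to 146 in sWAT and 142 to 145 in mWAT. At 6°C it was at most 128 in BAT and at least 142 in sWAT and in mWAT. Depot and temperature were taken from the title, source name and description of each array, which contradict the tissue and temperature listed among its other characteristics. The 6 groups formed from the titles account for 98.9% of the variance of Ucp1 between arrays, and groups formed from the characteristics for 48.3%. Nothing in the labels tells which arrays came from 1 mouse, so depots were compared without pairing, and A, B and C only name the arrays of a group. Here the intensities were taken to log2 with no further normalization, 64 control probe sets were left out, and 45037 remained. They were tested in 1 limma fit with a mean for each group, with Benjamini-Hochberg adjustment and a threshold of 0.01 on the adjusted p. Changes are log2 differences ± SE from that fit, with n = 3 arrays in each group. Each gene is given with its probe set of highest mean level, or, among the largest changes of a comparison, with the one that changed most. In all 18193 genes have a probe set that names 1 gene. The table gives no detection calls, so no probe set was left out as absent, and the number of arrays limits the precision. Where the lower group lies under the array medians of 6.97 to 7.20 in log2, the exact size of a change is not measured. Across all probe sets, mWAT arrays C at 28°C and C at 6°C correlated at r = 0.991 with each other and at 0.949 to 0.969 with the 4 other mWAT arrays, and probe sets are not independent replicates.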

Global changes in expression were monitored by microarray analysis of BAT and inguinal subcutaneous and mesenteric WAT. 

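In BAT the largest rise at 6°C was in Elovl3, an elongase of very long chain fatty acids, by 6.08 ± 0.62 on the log2 scale, 67.8-fold (adjusted p = 4.4e-05). Its log2 intensity in BAT at 28°C was 6.76, under the array medians and with no detection values, so the exact fold is not measured. Acot12, an acyl-CoA thioesterase, rose by 4.00 ± 0.21, and Serpina12, which encodes the adipokine vaspin, by 3.74 ± 0.33. Rims2, a protein of the presynaptic active zone, rose by 3.86 ± 0.37, and Adcy10, the soluble adenylyl cyclase, by 3.40 ± 0.36. Among the largest decreases were Prr32 (-4.68 ± 0.74, adjusted p = 0.001), Rab17, a small GTPase of vesicle traffic (-3.84 ± 0.37), and the noncoding RNA Snhg11 (-3.75 ± 0.36). B3galt2, a galactosyltransferase, fell in its probe set of largest change (-3.69 ± 0.46) but did not pass the threshold in its brightest. Slc16a7, a monocarboxylate transporter (-2.91 ± 0.26), fell as well. In each of these genes the 3 arrays at 6°C all lay on 1 side of the 3 at 28°C. In all, 1372 probe sets (908 genes) were higher and 1005 (619 genes) were lower in BAT at 6°C than at 28°C, 2377 together, from limma. The total was 1248, 1571 and 1072 without BAT array A, B or C at 6°C, 1138 and 1151 without array B or C at 28°C, and 928 when only the 6 BAT arrays were fitted.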

BAT showed the most dramatic changes upon prolonged cold exposure, with 11,180 gene probes sets differentially expressed (*P* < 0.01) (Fig. 1*A*). 

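In sWAT Elovl3 also had the largest rise at 6°C (4.96 ± 0.62; adjusted p = 0.001). Also among the 10 largest were Fabp3, a fatty acid-binding protein (3.30 ± 0.30), and Cox7a1, a subunit of cytochrome c oxidase (3.18 ± 0.25). So were Kng1, which encodes kininogen (3.03 ± 0.30), and Angptl4, an inhibitor of lipoprotein lipase (2.83 ± 0.45). Every sWAT array at 6°C lay above every one at 28°C in these 5 genes. Of 216 probe sets past the threshold in sWAT, 209 (163 genes) were higher and 7 were lower at 6°C. The 5 genes that fell were Nnat, the casein Csn1s2b (-1.83 ± 0.29), Fam20c, a kinase that phosphorylates secreted proteins (-1.63 ± 0.21), the transcriptional repressor Nfil3, and Btn1a1, a protein of milk fat globules. Btn1a1 passed in 1 dim probe set of 3 (mean log2 intensity 4.71 at 28°C and 3.71 at 6°C), and its brightest did not (-1.49 ± 0.48, adjusted p = 0.17). At 28 and 6°C Angptl4 had means of 3.98 and 6.80 and Csn1s2b of 5.31 and 3.48. All of these lie under the array medians, so the exact size of both changes is not measured. In mWAT 1 probe set passed, that of Ucp1, the proton carrier of brown fat mitochondria, which rose by 3.02 ± 0.29, 8.12-fold (adjusted p = 0.0021). Its log2 intensity in mWAT at 28°C was 6.48, under the array medians, so the exact fold is not measured. There 1819 probe sets had an unadjusted p under 0.05 from limma, where chance alone gives 2252. The sWAT total was 63, 113 and 82 without array A, B or C at 6°C and 58 and 60 without array A or B at 28°C. It was 2 when only the sWAT arrays were fitted, Cox7a1 and Ppara, and 376 with dim probe sets left out. In mWAT no probe set passed without array A or C at 28°C or A at 6°C (adjusted p of 0.024 to 0.029 for Ucp1) or when only the mWAT arrays were fitted. Nrg4 passed with Ucp1 without sWAT array B or C at 28°C, and 4 passed without mWAT array C at 6°C, Ucp1, G0s2, Adamts19 and 1 not named here. Leaving out 1 array, BAT A or B at 6°C, sWAT A, B or C at 6°C or sWAT A or B at 28°C, ended the call of Angptl4, Csn1s2b and Fam20c (sWAT in the cold) in at least 1 fit each, at adjusted p of 0.01 to 0.038.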

In subcutaneous WAT, 2,178 probes were altered, but only eight were altered in mesenteric WAT.

**Fig. 1.**
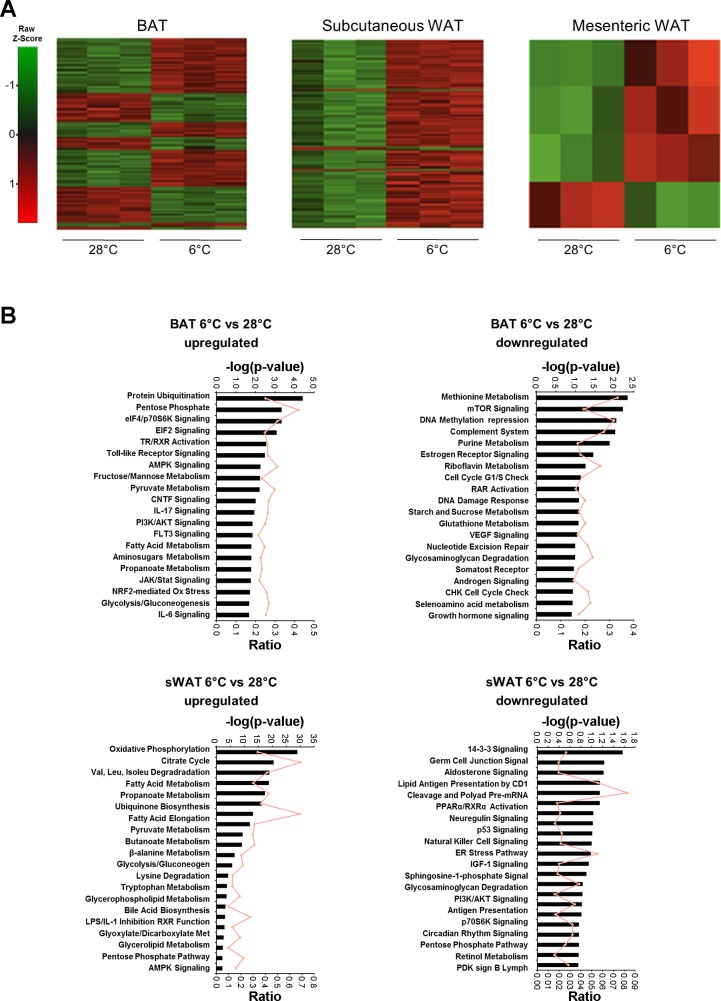
Global expression analysis of brown adipose tissue (BAT) and subcutaneous and mesenteric white adipose tissue (WAT) in mice exposed to cold. *A*: global mRNA expression was measured in BAT and subcutaneous and mesenteric WAT depots of mice exposed at either 28 or 6°C using Affymetix 2.0 ST microarrays. A row-centred heat map of hierarchical clustering carried out on the differentially expressed gene probes at a 5% false discovery rate is shown. Probe sets are colored according to the average expression level across all samples, with green denoting a lower expression level and red denoting a higher expression level. *B*: top pathways that were altered by cold exposure in BAT and subcutaneous WAT. The bars represent significance, and the ratio of genes altered out of the total genes per pathway is indicated. Pathway analysis was performed using up- and downregulated probes separately. mTOR, mammalian target of rapamycin; EIF, eukaryotic initiation factor; NRF2, nuclear factor-E2-related factor; PI3K, phosphatidylinositol 3-kinase; CNTF, ciliary neurotrophic factor; RAR, retinoic acid receptor.

By considering the up- and downregulated probes separately, we identified the most significantly differentially expressed pathways in each tissue. The top 20 pathways for BAT and subcutaneous WAT are shown in Fig. 1*B*. The number of genes altered in the mesenteric depot was too low to be used for pathway analysis. In BAT, the top upregulated pathways involve protein degradation (protein ubiquitination), metabolism (fructose, mannose, fatty acid, glucose, and propanoate metabolism), reduced power generation (pentose phosphate pathway), signal transduction [thyroid hormone receptor/retinoid X receptor regulation, Toll-like receptor (TLR) activation, AMPK, IL-17, PI3K/Akt], and oxidative stress regulation. 

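Of 31 genes of proteasome subunits, which degrade ubiquitinated proteins, 2 rose in BAT at 6°C, Psmd7 by 0.68 ± 0.14 and Psmc4 by 0.52 ± 0.10, and 29 did not pass. As a list they were higher (camera, adjusted p = 0.00064). The 18 genes of cholesterol synthesis were higher as a list (adjusted p = 5.4e-06), and 6 of them rose (8 when adjusted over the list alone), with Fdps by 1.53 ± 0.13, Cyp51 by 1.08 ± 0.23 and Nsdhl by 1.06 ± 0.16. The glycolysis list was called toward higher (adjusted p = 0.024, median log2 change 0.20, mean 0.00114), and 2 of 17 genes rose (4 adjusted over the list alone), the hexokinase Hk1 (1.14 ± 0.19) and the phosphofructokinase Pfkp (1.03 ± 0.15). Its members Pgam2 (-2.26 ± 1.36) and Eno3 (-1.87 ± 0.79), also genes of skeletal muscle and named after their values were seen, did not pass. For each of these 3 lists adjusted p = 0.85 with an estimated correlation. Of 11 genes of the pentose phosphate pathway, Rbks, ribokinase (1.37 ± 0.18), and Rpia, which isomerizes ribose phosphate (0.55 ± 0.12), rose. Prps1, which makes phosphoribosyl pyrophosphate, fell (-0.87 ± 0.14), and the list was not called (adjusted p = 0.12). Of 18 genes of fatty acid synthesis and elongation, Elovl6 rose by 0.84 ± 0.11 beside Elovl3, and the list was not called (adjusted p = 0.051). Nor was mitochondrial fatty acid oxidation (adjusted p = 0.051), where 0 of 19 genes passed and 3 had an unadjusted p under 0.05 from limma. Among 21 targets of NRF2, a regulator of the response to oxidative stress, Gclm of glutathione synthesis (1.40 ± 0.18) and the heme oxygenase Hmox1 (1.33 ± 0.20) rose and the glutathione transferase Gstm2 fell (-0.93 ± 0.14), and the list was not called (adjusted p = 0.089). The call of Cyp51, Psmc4, Psmd7, Rpia and the list of glycolysis was lost in at least 1 fit each without 1 array, any array but sWAT A and B at 6°C, sWAT A and C at 28°C, mWAT C at 6°C and mWAT C at 28°C, at adjusted p of 0.01 to 0.08. The list of fatty acid synthesis and elongation and the list of mitochondrial fatty acid oxidation passed in at least 1 fit each without BAT C at 6°C, BAT B at 28°C, sWAT B at 6°C, sWAT A or C at 28°C, mWAT A or C at 6°C or mWAT A or C at 28°C, at adjusted p of 0.026 to 0.05.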

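Of 34 genes of DNA replication and the cell cycle, 0 passed in BAT at 6 versus 28°C and 2 had an unadjusted p under 0.05 from limma. Their median log2 change was 0.19, with values of 1.26 ± 0.54 for the thymidine kinase Tk1 and 0.91 ± 0.55 for the mitotic kinase Cdk1, and the list was not called (adjusted p = 0.65). Among 10 VEGF ligands and receptors 0 passed and 3 had an unadjusted p under 0.05, with values of -0.91 ± 0.29 for Vegfd and -0.76 ± 0.23 for Vegfb. The median (0.04) was positive and the mean (-0.14) and the direction of the test negative (adjusted p = 0.6). The 27 translation initiation factors, which lie downstream of mTOR, were not called either (adjusted p = 0.36; 0 passed and 4 had an unadjusted p under 0.05). Macrophage genes were lower as a list (median -0.36, adjusted p = 0.011), and 1 of 23 fell, the endotoxin coreceptor Cd14 (-0.83 ± 0.18). So were complement genes (median -0.33, adjusted p = 0.012) and those of fibroblasts and extracellular matrix (median -0.54, adjusted p = 0.0098), where decorin, Dcn, fell (-0.66 ± 0.15) and the lysyl oxidase-like gene Loxl1 rose (1.63 ± 0.23). Skeletal muscle genes were also lower as a list (median -2.68, adjusted p = 9.2e-05), with 0 of 24 past the threshold and 8 at an unadjusted p under 0.05. For each of these 4 lists adjusted p = 0.85 with an estimated correlation. The mean log2 intensity of the muscle list in arrays A, B and C was 8.34, 12.4 and 11.8 at 28°C and 7.09, 9.63 and 7.83 at 6°C. Of the interleukins and their receptors, Il33 (-1.66 ± 0.35) and Il18 (-1.19 ± 0.14) fell, and the list was not called (adjusted p = 0.086). Without 1 array, any array but BAT B at 6°C and mWAT C at 6°C, Cd14, Dcn, Il33, the list of complement, the list of fibroblasts and extracellular matrix and the list of macrophages no longer passed in at least 1 fit each, at adjusted p of 0.01 to 0.073.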

Among the downregulated probes, the most significantly altered pathways are cell cycle- and growth regulation-related pathways (purine metabolism, DNA methylation, cell cycle G_1_/S checkpoint, DNA damage repair) as well as signaling pathways (mTOR, estrogen, RAR, androgen, and VEGF signaling). On analysis of the subcutaneous data set, it becomes evident that this particular depot shows a shift toward a brown or brite phenotype when animals are exposed to 6°C. Most of the top upregulated pathways are those that are highly expressed in BAT (oxidative phosphorylation, citrate cycle, fatty acid metabolism, ubiquinone synthesis, pyruvate metabolism). 

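In sWAT at 6°C, 14 of 27 genes of brown fat thermogenesis rose (20 when adjusted over the list alone), and the median gene of the list was 2.47-fold higher. This list was called by limma's camera also with an estimated correlation (adjusted p = 3.8e-33, and adjusted p = 0.026 with an estimated correlation). Its members Elovl3 and Ucp1 stand in the paper's Table 1 for these sWAT arrays. Some markers were known from Tables 1 and 2 when the lists were written, so the call of this list is not independent of those tables. In mitochondrial fatty acid oxidation 9 of 19 genes rose (17 adjusted over the list alone), among them Hadha of the trifunctional protein (1.35 ± 0.17), the thiolase Acaa2 (1.29 ± 0.13), Etfdh, which passes electrons to ubiquinone (1.22 ± 0.13), and the acyl-CoA dehydrogenase Acadvl (1.05 ± 0.14). For the list adjusted p = 7.6e-28, and adjusted p = 0.081 with an estimated correlation. In the citrate cycle 6 of 18 genes rose (14 adjusted over the list alone), with Idh3a of isocitrate dehydrogenase by 0.98 ± 0.15 and Ogdh of oxoglutarate dehydrogenase by 0.97 ± 0.13 (adjusted p = 1.9e-19, and adjusted p = 0.15 with an estimated correlation). Of 72 genes of oxidative phosphorylation 3 rose over all probe sets, Uqcrc1 of complex III (0.85 ± 0.13) and Ndufa10 (0.77 ± 0.12) and Ndufv1 (0.67 ± 0.11) of complex I, and 26 when adjusted over the list alone (adjusted p = 7.6e-28, and adjusted p = 0.17 with an estimated correlation). Ubiquinone synthesis was higher (adjusted p = 5.2e-09, and adjusted p = 0.17 with an estimated correlation), with 2 of 11 genes up (7 adjusted over the list alone), Coq9 (1.04 ± 0.14) and Coq10a (0.97 ± 0.15). Degradation of branched-chain amino acids was higher as well (adjusted p = 3.6e-15, and adjusted p = 0.17 with an estimated correlation), with 3 of 19 up (11 adjusted over the list alone), Bckdha (1.30 ± 0.18), Dld (0.94 ± 0.14) and Pcca (0.94 ± 0.16). Triglyceride storage and lipolysis was called too, with 2 of 20 genes up, Plin5 and Cidea (adjusted p = 1.5e-08, and adjusted p = 0.18 with an estimated correlation). Of the targets of NRF2 1 of 21 rose, Srxn1 (1.06 ± 0.18), and the list was called (adjusted p = 0.0042, and adjusted p = 0.17 with an estimated correlation). In all 20 of 38 lists were called in sWAT, 1 with an estimated correlation. Acadvl, Bckdha, Coq10a, Coq9, Dld, Hadha, Idh3a, Ndufa10, Ndufv1, Ogdh, Pcca, Srxn1 and Uqcrc1 lost the call in at least 1 fit each without any array but sWAT C at 28°C, mWAT A and C at 6°C and mWAT C at 28°C, at adjusted p of 0.01 to 0.056. From upregulated pathways that are highly expressed in BAT, the paper concludes that sWAT shifts toward a brown or brite phenotype at 6°C.

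**Figure D1:**
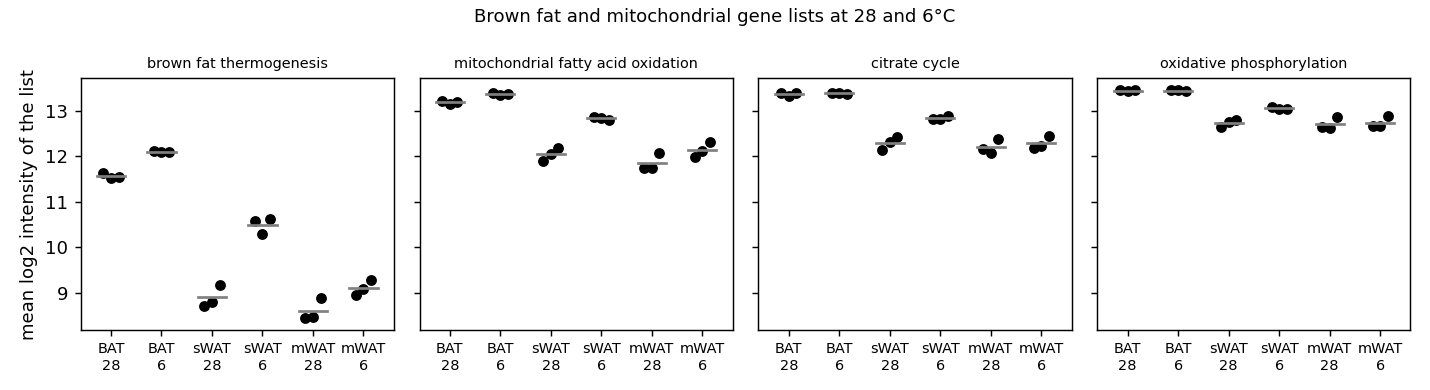
Mean log2 intensity of 4 gene lists in each array (points, 3 per group) and the mean of each group (lines), by depot and temperature. In sWAT the thermogenesis list has group means ± SD of 8.90 ± 0.25 at 28°C and 10.5 ± 0.18 at 6°C.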

Downregulated probes belong mostly to pathways related to the immune system (lipid antigen presentation, natural killer cell signaling, antigen presentation), signaling, and endoplasmic reticulum stress.

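Genes of the endoplasmic reticulum stress response, chaperones and enzymes that fold secreted proteins, were lower as a list in sWAT at 6°C, with a median log2 change of -0.24 (adjusted p = 8.7e-07, and adjusted p = 0.09 with an estimated correlation). None of the 24 passed over all probe sets (13 had an unadjusted p under 0.05 from limma), and the largest changes were -0.63 ± 0.22 for Sdf2l1, -0.59 ± 0.15 for Creld2 and -0.55 ± 0.20 for Pdia4. Macrophage genes were lower by a median of -0.30 (adjusted p = 0.00027, and adjusted p = 0.4 with an estimated correlation), with 0 of 23 past the threshold one by one and 4 at an unadjusted p under 0.05. Complement genes were lower by -0.28 (adjusted p = 0.006, and adjusted p = 0.43 with an estimated correlation), with 0 of 14 and 1. The lists of natural killer cells (median -0.24, adjusted p = 0.1), MHC class II antigen presentation (-0.25, adjusted p = 0.14), T cells (-0.30, adjusted p = 0.36) and B cells (-0.30, adjusted p = 0.48) were not called. DNA replication and cell cycle (median -0.65, adjusted p = 3.4e-05, and adjusted p = 0.59 with an estimated correlation) and fibroblasts and extracellular matrix (-0.34, adjusted p = 0.00011, and adjusted p = 0.53 with an estimated correlation) were called lower as well. So were translation initiation factors (-0.07, adjusted p = 0.029, and adjusted p = 0.18 with an estimated correlation). None of their genes passed, and 2 of 34, 1 of 21 and 2 of 27 had an unadjusted p under 0.05. Genes of mammary epithelium, which lies in the inguinal pad of female mice, were lower by a median of -0.67 (adjusted p = 5.5e-06, and adjusted p = 0.29 with an estimated correlation), with -5.80 ± 1.63 for the casein Csn2. Skeletal muscle genes were lower by -1.74 (adjusted p = 0.00062, and adjusted p = 0.59 with an estimated correlation). Leaving out 1 array, sWAT A, B or C at 6°C or sWAT B at 28°C, ended the call of the list of DNA replication and cell cycle, the list of complement, the list of skeletal muscle and the list of translation initiation factors in at least 1 fit each, at adjusted p of 0.057 to 0.29. Fits without 1 array, sWAT C at 28°C, called the list of MHC class II antigen presentation, at adjusted p of 0.03.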

### Intrinsic Differences of WAT and BAT Depots at Thermoneutrality

Using the microarray data, we analyzed the intrinsic differences between each adipose depot at 28°C. In Fig. 2*A*, the heat maps for each of the comparisons are shown. Comparison of BAT to subcutaneous and mesenteric WAT indicated that 25,625 and 30,242 probes, respectively, were differentially expressed, whereas only 9,647 probes were differentially expressed for subcutaneous vs. mesenteric. 

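At 28°C the genes highest in BAT over sWAT were led by Zic1, a transcription factor of brown fat (6.83 ± 0.17), followed by the fatty acid transporter and acyl-CoA synthetase Slc27a2 and Cpn2, a subunit of carboxypeptidase N (5.98 ± 0.36). Ppara, a nuclear receptor of fatty acid oxidation, was higher as well (5.59 ± 0.27). The genes highest in sWAT were of epithelium and milk, the casein Csn3 (-6.96 ± 1.29), the chemokine Cxcl15 (-6.84 ± 0.38) and the epithelial transcription factors Ehf (-6.80 ± 1.20) and Foxa1 (-6.70 ± 0.54). Genes higher in BAT than in mWAT included Ucp1 (7.55 ± 0.29, 188-fold), Zic1 (7.13 ± 0.17) and Cpn2 (6.64 ± 0.36). Genes higher in mWAT included Bnc1, a mesothelial transcription factor (-7.18 ± 0.68), Snap25, a synaptic SNARE protein (-6.89 ± 0.59), and Scg2, secretogranin II of neurosecretory granules (-6.81 ± 0.58). For these genes all 3 arrays of 1 depot lay above all 3 of the other, and the adjusted p from limma was 1.2e-11 for Zic1 over sWAT and 2.2e-09 for Ucp1 over mWAT. In each the lower depot had a mean log2 intensity from 2.55 (Zic1 in mWAT) to 6.48 (Ucp1 in mWAT). These levels lie under the array medians of 6.97 to 7.20 and have no detection values. The exact size and order of these differences are therefore not measured. BAT differed from sWAT in 10301 probe sets, 5949 higher (3527 genes) and 4352 lower (2660 genes). It differed from mWAT in 12230, 7109 higher (4163 genes) and 5121 lower (3037 genes). The share higher in BAT was 57.8% and 58.1%. With each array centred on its median it was 71.3% and 69.2%, and the median log2 difference of all probe sets moved from 0.11 to 0.25 and from 0.12 to 0.25. With the mean levels of lymphocyte, skeletal muscle and pancreas genes as covariates, a fit chosen after the data were seen, 2777 probe sets were higher and 3044 lower than in sWAT (47.7% higher). In that fit the numbers over mWAT were 3701 and 4153 (47.1%).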

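Foxa1 (7.82 ± 0.54), Csn3 (7.58 ± 1.29) and the transcription factor Tfap2c (7.25 ± 0.61) of mammary epithelium were higher in sWAT. Upk3b, a uroplakin of mesothelium, was higher in mWAT (-8.93 ± 0.53, adjusted p = 9.1e-08), as was Scg2 of neurosecretion (-7.95 ± 0.58). In these genes all 3 arrays of 1 depot lay above all 3 of the other. The lower depot lay under the array medians in each, from 3.43 for Upk3b to 5.75 for Csn3 in log2 intensity, so the exact size of these differences is not measured. At 28°C 966 probe sets (630 genes) were higher and 1665 (1015 genes) lower in sWAT than in mWAT, 2631 in all from limma. The median absolute log2 difference over all probe sets was 0.212 between sWAT and mWAT, 0.427 between BAT and sWAT and 0.458 between BAT and mWAT. In the same order 8.23%, 18.1% and 21.2% of probe sets differed by 2-fold or more. The 3 arrays of 1 depot all lay above the 3 of the other in 25.1%, 52.1% and 50.8% of probe sets, where chance gives 10%. When only the 6 arrays of these depots were fitted, 931 probe sets passed between sWAT and mWAT.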

As expected, these data show that WAT depots are more similar to each other than to BAT.

**Fig. 2.**
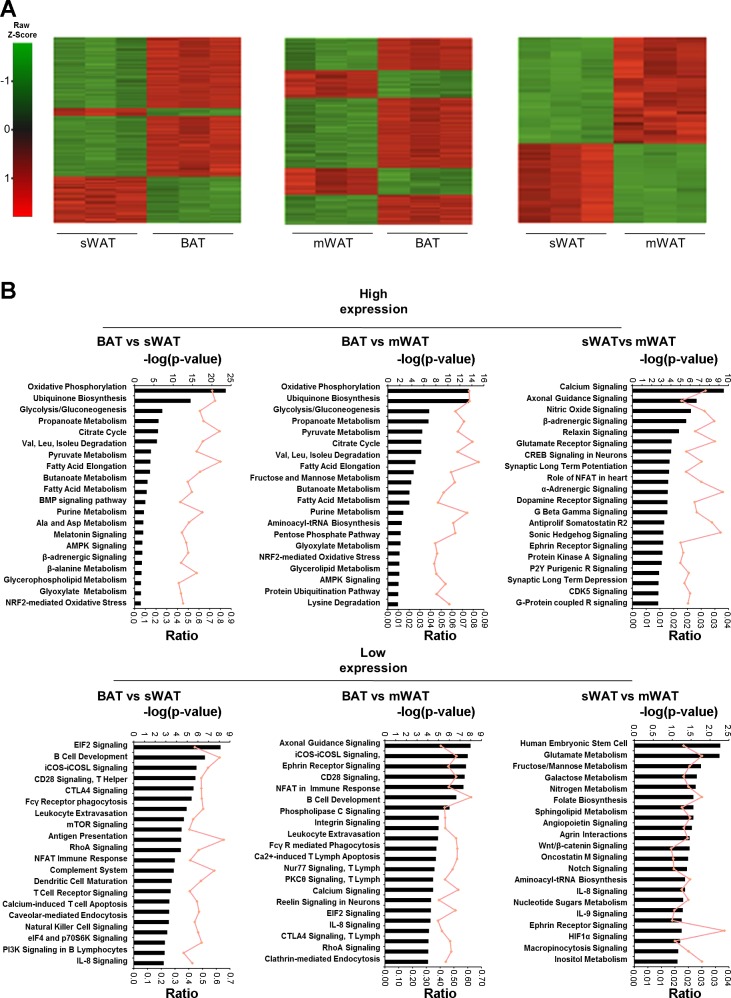
Global expression comparison of BAT and subcutaneous (sWAT) and mesenteric WAT (mWAT) at 28°C. *A*: global mRNA expression was measured in BAT, sWAT, and mWAT depots of mice housed at 28°C, using Affymetix 2.0 ST microarrays. Shown is a row-centred heat map of hierarchical clustering carried out on the differentially expressed gene probes at a 10% false discovery rate. Probe sets are colored according to the average expression level across all samples, with green denoting a lower expression level and red denoting a higher expression level. *B*: top pathways that are enriched in each of the different depots compared with each other. The bars represent significance, whereas ratio shows the genes altered out of the total genes per pathway. Pathway analysis was performed using up- and downregulated probes separately.

The most highly expressed pathways in BAT were those involved in energy expenditure, metabolism, and signaling (Fig. 2*B*), with those enriched in WAT related to the immune system, including T cell activation, antigen presentation, complement system activation, and lymphocyte apoptosis. 

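At 28°C most measured genes of oxidative energy metabolism were higher in BAT than in either WAT depot. Of 72 genes of oxidative phosphorylation 61 were higher than in sWAT (66 adjusted over the list alone; adjusted p = 8.7e-21, and adjusted p = 0.24 with an estimated correlation) and 62 than in mWAT (65 adjusted over the list alone; adjusted p = 8.9e-18, and adjusted p = 0.3 with an estimated correlation), as in Cyc1, a cytochrome of complex III (1.70 ± 0.16 over mWAT). In the citrate cycle 17 of 18 genes were higher than in each (17 and 17 adjusted over the list alone; camera with an estimated correlation gave adjusted p = 0.24 and 0.27). In mitochondrial fatty acid oxidation 17 and 18 of 19 were higher (adjusted p = 0.24 and 0.27 with an estimated correlation), as in Eci1, an enoyl-CoA isomerase (1.81 ± 0.17 and 2.07 ± 0.17). The thermogenesis list was higher in 24 and 26 of 27 genes (adjusted p = 0.15 and 0.22 with an estimated correlation). The lists of macrophage, complement, MHC class II, T cell and B cell genes were called lower in BAT than in both WAT depots with the preset correlation only. Of 23 macrophage genes 18 were lower than in sWAT and 17 than in mWAT (18 and 19 adjusted over the list alone; adjusted p = 0.2 and 0.27 with an estimated correlation), with Mpeg1, a macrophage pore-forming protein, at -2.41 ± 0.52 and -2.47 ± 0.52. Complement genes were lower in 12 and 11 of 14 (adjusted p = 0.17 and 0.22 with an estimated correlation), such as factor B, Cfb (-2.17 ± 0.22 and -2.74 ± 0.22). Genes of MHC class II antigen presentation were lower in 9 and 9 of 13 (adjusted p = 0.48 and 0.48 with an estimated correlation), such as the peptide loader H2-DMb2 (-3.68 ± 0.90 and -3.40 ± 0.90). Of 17 T cell genes 6 were lower than in sWAT and 3 than in mWAT, Cd2, Cd3e and Icos (13 and 0 adjusted over the list alone). With an estimated correlation the list had adjusted p = 0.52 and 0.59. Of 15 B cell genes 8 and 7 were lower (adjusted p = 0.52 and 0.54 with an estimated correlation), with the B cell surface protein Ms4a1 at -5.11 ± 1.00 and -5.17 ± 1.00. The mean log2 intensity of the T cell list in arrays A, B and C was 5.58, 5.43 and 5.98 in BAT, 10.5, 9.45 and 8.85 in sWAT and 10.4, 10.5 and 5.96 in mWAT. The call of H2-DMb2 and Mpeg1 (BAT versus mWAT and BAT versus sWAT) was lost in at least 1 fit each without 1 array, any array but BAT B and C at 6°C, sWAT C at 6°C, sWAT C at 28°C, mWAT A, B and C at 6°C and mWAT C at 28°C, at adjusted p of 0.01 to 0.039. From these pathways the paper states that BAT expresses energy expenditure and metabolism most highly and WAT the immune system.

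**Figure D2:**
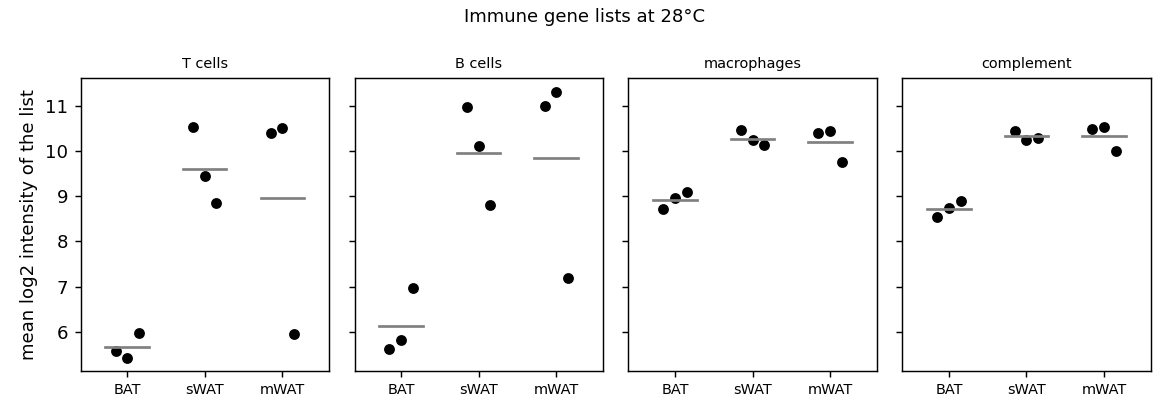
Mean log2 intensity of 4 immune gene lists in each array at 28°C (points, 3 per depot) and the mean of each depot (lines). For B cells, mWAT arrays A, B and C sit at 11.0, 11.3 and 7.20, and macrophages have depot means ± SD of 8.92 ± 0.19 in BAT, 10.3 ± 0.17 in sWAT and 10.2 ± 0.39 in mWAT.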

When comparing subcutaneous to mesenteric WAT, the enriched pathways in subcutaneous WAT are related to neuronal signaling, whereas the most prominent pathways in mesenteric WAT seem to be related to interleukin production and signaling as well as carbohydrate and amino acid metabolism.

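The lists of enteric neurons and of synaptic transmission were called lower in sWAT than in mWAT at 28°C, and with an estimated correlation that of enteric neurons alone. Of the enteric neuron list, Rims1, Snap25 and Vip stand in the paper's Table 2 for these arrays. Some markers were known from Tables 1 and 2 when the lists were written, so its call is not independent of those tables. Of 25 genes of enteric neurons 21 were lower in sWAT and none was higher (23 lower adjusted over the list alone; adjusted p = 4.5e-34, and adjusted p = 0.038 with an estimated correlation), with Rims1 of the presynaptic active zone at -8.77 ± 0.77, Snap25 at -8.68 ± 0.59 and the neuropeptide Vip at -7.59 ± 0.53. Among 30 genes of synaptic transmission 12 were lower (15 adjusted over the list alone; adjusted p = 2.0e-12, and adjusted p = 0.067 with an estimated correlation), such as the synaptotagmins Syt4 (-4.28 ± 0.34) and Syt1 (-3.78 ± 0.46). Schwann cell and glial genes went both ways (3 of 11 higher in sWAT, Sox10, Egr2 and Erbb3, and 4 lower, Fabp7, Ncam1, Cdh19 and Foxd3; adjusted p = 0.46). Interleukins and their receptors were not called (adjusted p = 0.86). The receptor genes Osmr (0.82 ± 0.18) and Il15ra (0.68 ± 0.16) were higher in sWAT. The other 24 of 26 did not pass (9 of all at an unadjusted p under 0.05 from limma), and the median (0.0799) and mean (-0.00416) differed in sign. In glycolysis Aldoc, an aldolase, was higher in sWAT (2.40 ± 0.23) and Ldhb, a lactate dehydrogenase subunit, lower (-0.80 ± 0.18), with no call for the list (adjusted p = 0.61). None of 19 genes of branched-chain amino acid degradation passed (5 at an unadjusted p under 0.05, adjusted p = 0.078 for the list). Without 1 array, any 1 of the 18 arrays, Il15ra, Ldhb and Osmr no longer passed in at least 1 fit each, at adjusted p of 0.01 to 0.058. Left out alone, sWAT A at 28°C or mWAT C at 28°C brought the list of branched-chain amino acid degradation past the threshold, at adjusted p of 0.00052 to 0.0036.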

### Identification of Differentially Expressed Genes Sensitive to Temperature

From the microarray analysis, we aimed to identify genes that were significantly altered in expression by temperature with potential relevance for the temperature-induced acquisition of brite features. The top 10 up- and downregulated genes, due to cold exposure, are presented for BAT and subcutaneous and mesenteric WAT in Table 1, and the top genes for comparisons of the depots at 28°C are presented in Table 2. 

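Beyond Elovl3, both Ncan, a neural proteoglycan (3.73 ± 0.32), and 1700061I17Rik (3.59 ± 0.25) rose in BAT at 6°C, and Slc27a2 (3.92 ± 0.34) and Otop1, a proton channel (2.93 ± 0.27), in sWAT. Between the WAT depots Colec10, a collectin, was lower in sWAT (-7.21 ± 0.45), as were the peptide genes Nmu, neuromedin U (-7.16 ± 0.71), and Gal, galanin (-6.73 ± 0.29). So was the transcription factor Isl1 (-6.78 ± 0.34), while the chemokine gene Cxcl15 was higher (7.64 ± 0.38). Of the genes of Table 1 that the probe annotation names, 18 of 20 for BAT, 18 of 20 for sWAT and 6 of 7 for mWAT, each had the listed sign, and 13, 10 and 1 passed the threshold in limma. Of those of Table 2, 17 of 17 passed with the listed sign for BAT over sWAT, 15 of 16 for BAT over mWAT and 18 of 18 for sWAT over mWAT. The median ratio of the fold change here to the paper's was 1.03, 0.992 and 1.02 for the 3 depots in the cold. It was 1.17, 1.06 and 1.32 for the 3 comparisons of depots. Each gene was taken here with the probe set that changed most in the listed direction, not always its brightest, as for Nrg4 and Upk3b. That choice favors the listed sign, a pass and a larger fold change. The study also chose these genes on these arrays, so the tally is not independent evidence of their direction.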

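Slc27a2, which takes up and activates fatty acids, was higher in BAT than in sWAT (6.04 ± 0.34) and mWAT at 28°C (7.21 ± 0.34). Letm1, a protein of the inner mitochondrial membrane, was higher in BAT than in sWAT (1.54 ± 0.16) and rose at 6°C in sWAT (1.54 ± 0.16, adjusted p = 0.0002) and in BAT (1.40 ± 0.16). A second probe set of Letm1 rose at 6°C in sWAT (1.32) and BAT (2.86) as well. At 28°C it was not higher past the threshold in BAT than in sWAT (0.30) or mWAT (0.24). Ffar4, the receptor for long chain fatty acids that is also called Gpr120, was higher in BAT than in sWAT (1.28 ± 0.21) and mWAT (1.65 ± 0.21), and rose in sWAT (1.71 ± 0.21, adjusted p = 0.001) and in BAT (2.75 ± 0.21) at 6°C. The neuregulin Nrg4 was higher in BAT than in sWAT (1.42 ± 0.17) and mWAT (2.05 ± 0.17). In sWAT its brighter probe set had a change of 0.83 ± 0.17 at 6°C (adjusted p = 0.027), and the other of its 2 probe sets passed with 1.48. Rgs7, a regulator of G protein signaling, was higher in BAT than in sWAT (2.12 ± 0.30) and mWAT (2.61 ± 0.30), and its change in sWAT at 6°C was 1.09 ± 0.30 (adjusted p = 0.096). Bmp8b, a growth factor of the TGFβ family, rose in BAT at 6°C in both of its probe sets (by 5.10 ± 0.31 in the dimmer). Its difference at 28°C was 1.24 ± 0.29 over mWAT and 0.99 ± 0.29 over sWAT (adjusted p = 0.014). Its change in sWAT at 6°C was 0.82 ± 0.29 (adjusted p = 0.21), all from limma. Bmp8b (BAT versus mWAT) lost the call without BAT A or B at 28°C or mWAT A or B at 28°C, at adjusted p of 0.012 to 0.019. Bmp8b (BAT versus sWAT) and Nrg4 (sWAT in the cold) passed in at least 1 fit each without BAT C at 28°C, sWAT B or C at 6°C or sWAT C at 28°C, at adjusted p of 0.0011 to 0.0079.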

We chose a set of genes for further study that were more highly expressed in BAT compared with WAT depots and were also increased in subcutaneous WAT following cold exposure. This group included genes involved in several different processes. Nrg4 is a regulator of neuronal development (23), and Bmp8b regulates thermogenesis in BAT (62). The G protein-coupled receptor (GPCR) Gpr120 is linked with obesity (29), and Rgs7 (4) has the potential to affect the signaling through many GPCRs important for BAT function. Slc27a2 (26) and Letm1 (60) have key roles in lipid metabolism and mitochondrial function, respectively. 

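9030619P08Rik, a transcript with no assigned function, had a mean log2 intensity of 5.04 ± 0.57 (SD, n = 3) in BAT at 28°C and 10.1 ± 0.43 at 6°C, a rise of 5.10 ± 0.33 (adjusted p = 1.2e-06 from limma). In sWAT it went from 5.61 ± 0.29 to 8.74 ± 0.55, a rise of 3.13 ± 0.33 (adjusted p = 0.00026). In both depots every array at 6°C lay above every array at 28°C. In mWAT the values were 5.24 ± 0.44 and 6.19 ± 0.26, a change that did not pass (0.96 ± 0.33, adjusted p = 1.0). At 28°C BAT did not pass against sWAT (-0.56 ± 0.33, adjusted p = 0.2) or mWAT (-0.19 ± 0.33, adjusted p = 0.67). All 3 levels at 28°C lie under the array medians of 6.97 to 7.20 with no detection values, so the comparison of depots there may be one of background. For the same reason the exact size of the rises in BAT and sWAT is not measured.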

We also identified the uncharacterized transcript 9030619P08RIK for further study, as it is highly regulated and could be a potential cell surface marker of brown adipocytes. This gene shares a high homology with the Ly-6 protein family and is found in the vicinity of a genomic region that contains the genes for this family (6). Hence, we term it cold-induced lymphocyte antigen 6-like (Cil6l). 

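Nnat, a proteolipid of the endoplasmic reticulum, fell in sWAT at 6°C by the largest amount among the genes that passed there, from 11.9 ± 0.65 to 7.79 ± 1.16 in log2 intensity (SD, n = 3). The change was -4.09 ± 0.59 (adjusted p = 0.0025 from limma), with every array at 6°C under every array at 28°C. In BAT its level was 11.1 ± 0.82 at 28°C and 8.84 ± 0.67 at 6°C, a change of -2.27 ± 0.59 that did not pass (adjusted p = 0.02). In mWAT the change was -1.25 ± 0.59 (adjusted p = 1.0). Leaving out 1 array, sWAT A or C at 6°C or sWAT A at 28°C, ended the call of Nnat (sWAT in the cold), at adjusted p of 0.017 to 0.02. Fits without 1 array, sWAT B at 6°C, called Nnat (BAT in the cold), at adjusted p of 0.0087.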

Neuronatin (Nnat), a gene that has been involved in calcium signaling and ER stress and adipose biology (20, 32), was selected because it was downregulated in cold conditions in BAT and subcutaneous WAT.

**Table 1.** Top gene probes up- and downregulated after cold exposure in BAT and subcutaneous and mesenteric WAT

BAT 6°C vs. 28°C Upregulated				BAT 6°C vs. 28°C Downregulated			
Gene Symbol	FC	Adjusted *P* Value	Gene Name	Gene Symbol	FC	Adjusted *P* Value	Gene Name
Elovl3	76.76	<0.001	Elongation of very-long-chain fatty acid-like 3	EG666481	68.85	<0.001	Predicted gene 8126
Bmp8b	32.25	<0.001	Bone morphogenetic protein 8b	1110059M19Rik	37.60	<0.001	RIKEN cDNA 1110059M19
9030619P08Rik	30.40	<0.001	RIKEN cDNA 9030619P08	Snhg11	11.86	<0.001	Small nucleolar RNA host gene 11 (nonprotein coding)
4933433H22Rik	15.12	<0.001	RIKEN cDNA 4933433H22	Myh4	11.67	0.019	Myosin, heavy polypeptide 4
Serpina12	14.88	<0.001	Serine peptidase inhibitor, clade A member 12	Rab17	11.06	<0.001	RAB17 member RAS oncogene family
Gyk	11.83	<0.001	Glycerol kinase	Myh2	10.73	0.014	Myosin heavy polypeptide 2
Ncan	11.71	<0.001	Neurocan	Asb5	10.06	0.005	Ankyrin repeat and SOCS box-containing 5
Rims2	10.38	<0.001	Regulating synaptic membrane exocytosis 2	Ddit4l	9.97	0.016	DNA-damage-inducible transcript 4-like
Slc25a34	9.62	<0.001	Solute carrier family 25, member 34	Casq1	9.89	0.017	Calsequestrin 1
Sgk2	9.51	<0.001	Serum/glucocorticoid regulated kinase 2	B3 galt2	8.52	<0.001	UDP-Gal β-GlcNAc β-1.3-galactosyltransferase, polypeptide 2

Subcutaneous WAT 6°C vs. 28°C Upregulated				Subcutaneous WAT 6°C vs. 28°C Downregulated			
Gene symbol	FC	Adjusted *P* value	Gene name	Gene symbol	FC	Adjusted *P* value	Gene name
Elovl3	31.98	<0.001	Elongation of very-long-chain fatty acid like 3	Csn2	50.46	0.004	Casein-β
Slc27a2	16.64	<0.001	Solute carrier family 27 (fatty acid trasporter) member 2	Nnat	16.72	<0.001	neuronatin
9030619P08Rik	13.29	<0.001	RIKEN cDNA 9030619P08	Kera	5.15	<0.001	Keratocan
Ucp1	12.54	<0.001	Uncoupling protein 1	Defb1	5.06	0.002	Defensin-β1
Fabp3	10.21	<0.001	Fatty acid-binding protein 3	Gm266	4.98	<0.001	predicted gene 266
Cpt1b	9.88	<0.001	Carnitine palmitoyltransferase 1b, muscle	Col9a1	4.17	<0.001	Collagen type IX, α1
Cox7a1	9.21	<0.001	Cytochrome *c* oxidase, subunit VIIa 1	Htr4	4.17	0.004	5 hydroxytryptamine (serotonin) receptor 4
Kng1	7.84	<0.001	Kininogen 1	Slc15a2	3.24	<0.001	Solute carrier family 15 (H+/peptide transporter), member 2
Otop1	7.49	<0.001	Otopetrin 1	Bdnf	3.15	3.93E-03	brain derived neurotrophic factor
Ppara	7.48	<0.001	Peroxisome proliferator-activated receptor-α	Adamts2	3.10	1.70E-04	A disintegrin-like metallopeptidase throm-bospondin type1, motif2

Mesenteric WAT 6°C vs. 28°C Upregulated				Mesenteric WAT 6°C vs. 28°C Downregulated			
Gene symbol	FC	Adjusted *P* value	Gene name	Gene symbol	FC	Adjusted *P* value	Gene name
Ucp1	7.88	<0.001	Uncoupling protein 1	LOC100046232	2.66	<0.001	Nuclear factor interleukin 3, regulated
Orm3	2.84	<0.001	Orosomucoid 3	Tmem182	1.84	<0.001	Transmembrane protein 182
Nrg4	2.18	<0.001	Neuregulin member 4				
Cabc1	2.17	<0.001	Chaperone, ABC1 activity of bc1 complex like				
Acsf2	1.77	<0.001	Acyl-CoA synthetase family member 2				

BAT, brown adipose tissue, WAT, white adipose tissue; FC, fold change.

**Table 2.** Top gene probes up- and downregulated when comparing BAT, subcutaneous WAT, and mesenteric WAT at thermoneutrality

BAT 28°C vs. Subcutaneous 28°C Upregulated				BAT 28°C vs. Subcutaneous 28°C Downregulated			
Gene symbol	FC	Adjusted *P* value	Gene name	Gene symbol	FC	Adjusted *P* value	Gene name
Zic1	111.91	<0.001	Zinc finger protein of the cerebellum 1	Csn3	106.07	<0.001	Casein kappa
Cpn2	77.41	<0.001	Carboxypeptidase N, polypeptide 2	Btn1a1	90.95	<0.001	Butyrophilin, subfamily 1, member A1
Slc27a2	76.77	<0.001	Solute carrier family 27 (fatty acid transporter), member 2	Foxa1	88.56	<0.001	Forkhead box A1
2310014F07Rik	61.34	<0.001	RIKEN cDNA 2310014F07 gene	Areg	82.96	<0.001	amphiregulin
Kng1	53.07	<0.001	Kininogen 1	Ehf	81.38	<0.001	Ets homologous factor
EG666481	44.08	<0.001	Predicted gene 8126	Serpinb5	78.90	<0.001	Serpin peptidase inhibitor, clade B, member 5
Olig1	42.44	<0.001	Oligodendrocyte transcription factor 1	Cxcl15	78.77	<0.001	Chemokine (C-X-C motif) ligand 15
Ppara	40.04	<0.001	Peroxisome proliferator-activated receptor-α	Krt8	75.07	<0.001	keratin 8
9130214F15Rik	38.03	<0.001	RIKEN cDNA 9130214F15 gene	Slc5a5	64.96	<0.001	Solute carrier family 5 (sodium iodide), member 5
Chkb-cpt1b	35.86	<0.001	Carnitine palmitoyltransferase 1b, muscle	Hoxa10	59.03	<0.001	homeobox A10

BAT 28°C vs. Mesenteric 28°C Upregulated				BAT 28°C vs. Mesenteric 28°C Downregulated			
Gene symbol	FC	Adjusted *P* value	Gene name	Gene symbol	FC	Adjusted *P* value	Gene name
Ucp1	210.01	<0.001	Uncoupling protein 1	Upk3b	108.35	<0.001	Uroplakin 3b
Slc27a2	171.79	<0.001	Solute carrier family 27 (fatty acid transporter), member 2	Phox2b	101.69	<0.001	Paired-like homeobox 2b
Zic1	138.04	<0.001	Zinc finger protein of the cerebellum 1	Colec10	95.85	<0.001	Collectin subfamily member 10
2310014F07Rik	124.87	<0.001	RIKEN cDNA 2310014F07 gene	Bnc1	91.40	<0.001	Basonuclin 1
Cpn2	107.34	<0.001	Carboxypeptidase N, polypeptide 2	Scg2	87.39	<0.001	Secretogranin II
Myo5c	65.24	<0.001	myosin VC	Snap25	85.13	<0.001	synaptosomal-associated protein 25
Myh4	64.22	<0.001	Myosin, heavy polypeptide 4, skeletal muscle	Isl1	81.38	<0.001	ISL1 transcription factor, LIM/homeodomain
EG666481	58.31	<0.001	Predicted gene 8126	Rims1	78.79	<0.001	regulating synaptic membrane exocytosis 1
Six1	50.30	<0.001	Sine oculis-related homeobox 1 homolog (Drosophila)	Calcb	77.62	<0.001	calcitonin-related polypeptide, β
Chkb-cpt1b	47.65	<0.001	Carnitine palmitoyltransferase 1b, muscle	Bcl11a	74.34	<0.001	β-cell CLL/lymphoma 11A (zinc finger protein)

Subcutaneous 28°C vs. Mesenteric 28°C Upregulated				Subcutaneus 28°C vs. Mesenteric 28°C Downregulated			
Gene symbol	FC	Adjusted *P* value	Gene name	Gene symbol	FC	Adjusted *P* value	Gene name
Csn3	174.98	<0.001	Casein kappa	Rims1	339.50	<0.001	Regulating synaptic membrane exocytosis 1
Areg	169.91	<0.001	Amphiregulin	Upk3b	263.18	<0.001	Uroplakin 3b
Foxa1	164.17	<0.001	Forkhead box A1	Snap25	235.42	<0.001	Synaptosomal-associated protein 25
Tcfap2c	150.16	<0.001	Transcription factor AP-2, gamma	Scg2	152.72	<0.001	Secretogranin II
Cxcl15	116.61	<0.001	Chemokine (C-X-C motif) ligand 15	Nmu	142.19	<0.001	Neuromedin U
Muc15	113.45	<0.001	mucin 15	Phox2b	131.78	<0.001	Paired-like homeobox 2b
Btn1a1	113.12	<0.001	Butyrophilin, subfamily 1, member A1	Colec10	130.78	<0.001	Collectin sub-family member 10
Elf5	109.85	<0.001	E74-like factor 5	Vip	113.28	<0.001	Vasoactive intestinal polypeptide
Esrp1	98.22	<0.001	Epithelial splicing regulatory protein 1	Gal	99.00	<0.001	galanin
Tmprss2	79.11	<0.001	Transmembrane protease, serine 2	Resp18	95.51	<0.001	Regulated endocrine-specific protein 18

Prior to the microarray, we determined the expression of UCP1, a classic cold-induced target gene in BAT by qRT-PCR in the different adipose tissues. We included another visceral fat depot, the gonadal WAT, and tissues from animals housed at 22°C (Fig. 3*A*). UCP1 was induced in all depots after exposure to 6°C compared with either 28 or 22°C, with the subcutaneous depot showing the largest increase. We also measured the expression of Cidea, which was increased in subcutaneous WAT but only modestly in BAT. Hematoyxlin and eosin staining showed a large increase in multilocular cells of the subcutaneous depot upon cold exposure (Fig. 3*B*). Protein expression of UCP1 was monitored in the different depots by immunohistochemistry. Figure 3*B* shows staining of subcutaneous WAT. UCP1 staining increased with exposure to low temperatures in all adipose depots studied (data not shown).

**Fig. 3.**
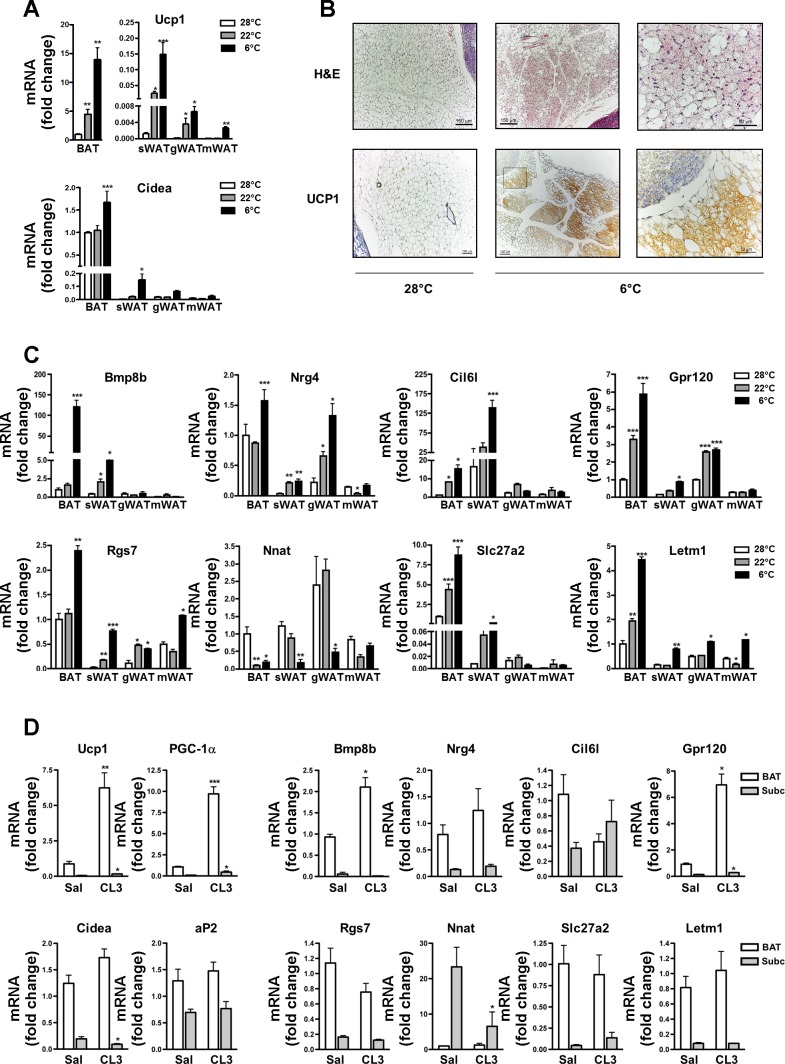
Expression of selected genes induced by cold exposure or by a β_3_-adrenergic-specific agonist in different adipose depots. *A*: mRNA expression of uncoupling protein 1 (UCP1) and cell death-inducing DNA fragmentation factor α-subunit-like effector A (Cidea) in BAT, sWAT, gonadal WAT (gWAT), and mWAT of mice exposed to 28, 22, or 6°C. *B*: hematoxylin and eosin staining (H & E) and UCP1 immunohistochemistry. UCP1-immunoreactive brown adipocytes interspersed among unilocular white adipocytes of subcutaneous adipose tissue of mice exposed at 28 or 6°C. *C*: mRNA expression of genes identified by microarray in BAT, sWAT, gWAT, and mWAT of mice exposed to 28, 22, or 6°C. *D*: mRNA expression of selected genes in different adipose depots of mice injected intraperitoneally with the selective β_3_-receptor agonist CL-316,243 (1 mg/kg body wt) after 5 h; *n* = 4. All mRNA data are expressed as fold induction compared with BAT of mice either at 28°C or injected with saline. Bars represent the means ± SE of at least 3 mice/group, and significant differences are shown. *P < 0.05; **P < 0.005; ***P < 0.001.

We next validated expression of our genes of interest (Fig. 3*C*). At both 28 and 22°C, Slc27a2 and Letm1 expression was higher in BAT compared with the other depots, and Bmp8b expression was higher in BAT and subcutaneous WAT, whereas Nrg4, GPR120, and Rgs7 were highly expressed in BAT and gonadal WAT depots. In the gonadal depot, the relatively high levels of these genes are likely due to constitutively present brown adipocyte pockets observed in the 129Sv strain even at 28°C (57). Cil6l was expressed largely in subcutaneous WAT, whereas Nnat was preferentially expressed in gonadal WAT, followed by subcutaneous and mesenteric WAT and BAT. Upon cold exposure, we found genes with expression induced in all depots (Rgs7, Letm1), genes with expression induced in BAT and subcutaneous and gonadal WAT (Nrg4, Gpr120), genes induced only in BAT and subcutaneous WAT (Bmp8b, Cil6l, Slc27a2), and a gene that was reduced in all depots (Nnat).

To investigate whether the cold-regulated genes were affected directly by the β_3_-adrenergic signaling pathway, mice were treated with the β_3_-specific adrenergic agonist CL-316,243. Examination of the expression of the cold-responsive genes (Fig. 3*D*, *right*) revealed that only Bmp8b (very modestly) and GPR120 mRNAs were significantly induced by acute adrenergic treatment and only in BAT. These results indicate that many of the genes that are upregulated in WAT result from long-term remodeling effects rather than rapid direct transcriptional events and are likely to be important for brite cell function rather than driving the “browning” process. Alternatively, the genes may initially be refractory to the β_3_-stimulus.

Because adipose tissues are composed of several cell types, we determined whether the identified genes were expressed in mature adipocytes or nonadipocyte cells that constitute the SVF. Fractionation of the different depots showed that all the genes were preferentially expressed in either brown or white mature adipocytes (Fig. 4).

**Fig. 4.**
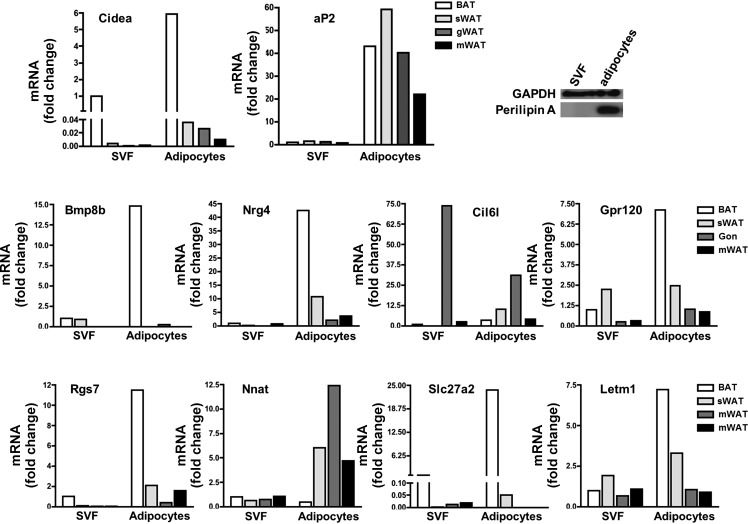
Adipocyte-selective expression of temperature-regulated genes. mRNA expression of in cells from the stromal vascular fraction (SVF) or mature adipocytes prepared from interscapular BAT, sWAT, gWAT (Gon), and mWAT. Perilipin protein levels from gWAT are shown as an indicator of the quality of the fractionation (*top right*). Nrg, neuregulin; Nnat, neuronatin; Cil6l, cold-induced lymphocyte antigen 6-like; Letm1, leucine zipper EF hand-containing transmembrane protein 1.

### Gene Expression in Immortalized Cell Lines Generated From Different Adipose Tissue Depots

Considering that all of the genes we identified were preferentially expressed in mature adipocytes, we next investigated whether their expression was maintained in cells in vitro. We took the approach of immortalizing adipocyte precursors from each adipose depot. This allows the comparison of adipocytes from depots where both large and small numbers of precursors can be obtained, using fewer mice. First, we examined whether the in vitro-differentiated adipocytes retained the features that define each depot. For all the cell lines, 80–100% of cells were differentiated as judged by Oil Red O stain (Fig. 5*A*). The ability to differentiate into adipocytes was maintained after more than 30 passages. At the expression level, the preadipocyte marker Pref-1 and mature adipocyte markers aP2 and PPARγ were downregulated or highly induced, respectively, upon differentiation in the four cell lines (Fig. 5*B*). The brown adipocyte marker UCP1 (Fig. 5*A*) was highly induced in BAT cells after differentiation and to a much lower extent in white adipocyte cells. Expression of UCP1 was almost undetectable in gonadal and mesenteric WAT cells. We then analyzed expression of the identified set of temperature or differentially expressed genes throughout differentiation (Fig. 5*C*). Nnat and Slc27a2 mRNA levels were undetectable at different time points in all cell lines. Expression of the other identified genes was induced upon differentiation to a higher or lower extent in all cell lines. Nrg4, Rgs7, and Letm1 were more highly expressed in differentiated BAT cells compared with the white adipocyte lines. Cil6l was highly expressed in differentiated subcutaneous cells and to a lower extent in gonadal. We next investigated gene regulation due to β_3_-adrenergic signaling. We exposed differentiated adipocytes to an acute (5 h) treatment with CL-316,243. This compound was able to induce UCP1 and PGC-1α mRNA (Fig. 5*D*), showing that the β_3_-adrenergic signaling pathway is fully functional. Regarding the genes identified from the array, we obtained results similar to the in vivo CL-316,243 treatment; GPR120 was the most sensitive to acute adrenergic activation in BAT and subcutaneous cells. In general, Bmp8b was present at low levels in adipocyte cell lines, unlike adipose tissues. However, it was present at higher levels in differentiated brown compared with white adipocytes and was induced by CL-316,243 only in the brown adipocytes (Fig. 5*D*). Nrg4 and Letm1 showed modest induction of mRNA expression in BAT cells and a tendency to increase in subcutaneous cells but not in any of the others. These results highlight that pathways in addition to the β_3_-adrenergic signaling pathway are necessary for the induction of certain genes (Cidea, Nrg4, Rgs7) upon cold exposure, whereas others (UCP1, PGC-1α, GPR120) are regulated directly by this pathway.

**Fig. 5.**
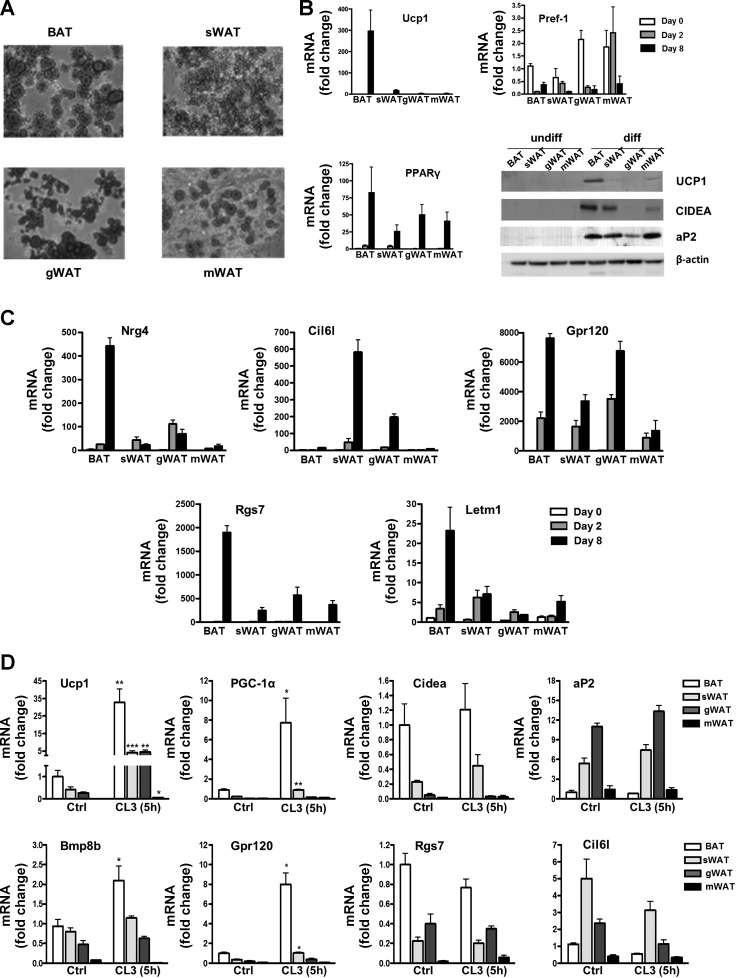
Immortalized cell lines from different adipose tissue depots. *A*: Oil Red O staining of differentiated cells on *days 8–10* of differentiation. *B*: mRNA expression of UCP1, PPARγ, and preadipocyte factor (Pref-1; *n* = 3) and a representative example of Western blot for UCP1, CIDEA, and aP2. *C*: mRNA expression in cells from different immortalized cell lines on *days 0*, *2*, and *8* of differentiation. Data are expressed as fold induction compared with BAT cells on *day 0*; *n* = 3. *D*: mRNA expression in differentiated cells from the different immortalized cell lines that had been treated for 5 h with β_3_-receptor agonist CL-316,243 (10 μM) or vehicle control (Ctrl). Data are expressed as fold induction compared with nonstimulated BAT cells; *n* = 3. For all of the mRNA data, bars represent means ± SE, and significant differences are shown. *P < 0.05; **P < 0.005; ***P < 0.001. PGC-1α, PPARγ coactivator-1α.

We also performed a series of functional metabolic assays to investigate whether the differences observed at the transcriptional level had physiological relevance in our cell lines. Basal β-oxidation was highest in BAT and subcutaneous WAT (Fig. 6*A*). Because cold activates BAT β-oxidation (65), we treated the cells with 10 μM CL-316,243 for 5 h. We detected an increase in the β-oxidation by BAT and subcutaneous WAT cells, whereas it remained unchanged in gonadal and mesenteric WAT cells. Basal glucose uptake, assessed with a fluorescent glucose analog (2-NBDG) in mature adipocytes, was the highest in gonadal WAT cells, followed by mesenteric and subcutaneous WAT and BAT (Fig. 6*B*). Considering the recent findings by PET scans, surprisingly, BAT had the lowest basal glucose uptake. This cannot be explained by the expression levels of the glucose transporters GLUT1 and GLUT4 that were present at higher levels in BAT compared with WAT cell lines (Fig. 6*B*) and is likely due to differences between white and brown adipocytes in the pathways controlling glucose uptake. Upon insulin stimulation, glucose uptake increased in gonadal and subcutaneous WAT cells by 30 and 20%, respectively, whereas CL-316,243 treatment increased BAT adipocyte glucose uptake (Fig. 6*B*), showing that β-adrenergic stimulus is more important than insulin for BAT glucose uptake. Furthermore, Akt phosphorylation was increased by insulin stimulation in all cell lines very potently in WAT and subcutaneous WAT, indicating that insulin signaling was intact in the differentiated adipocytes (Fig. 6*B*).

**Fig. 6.**
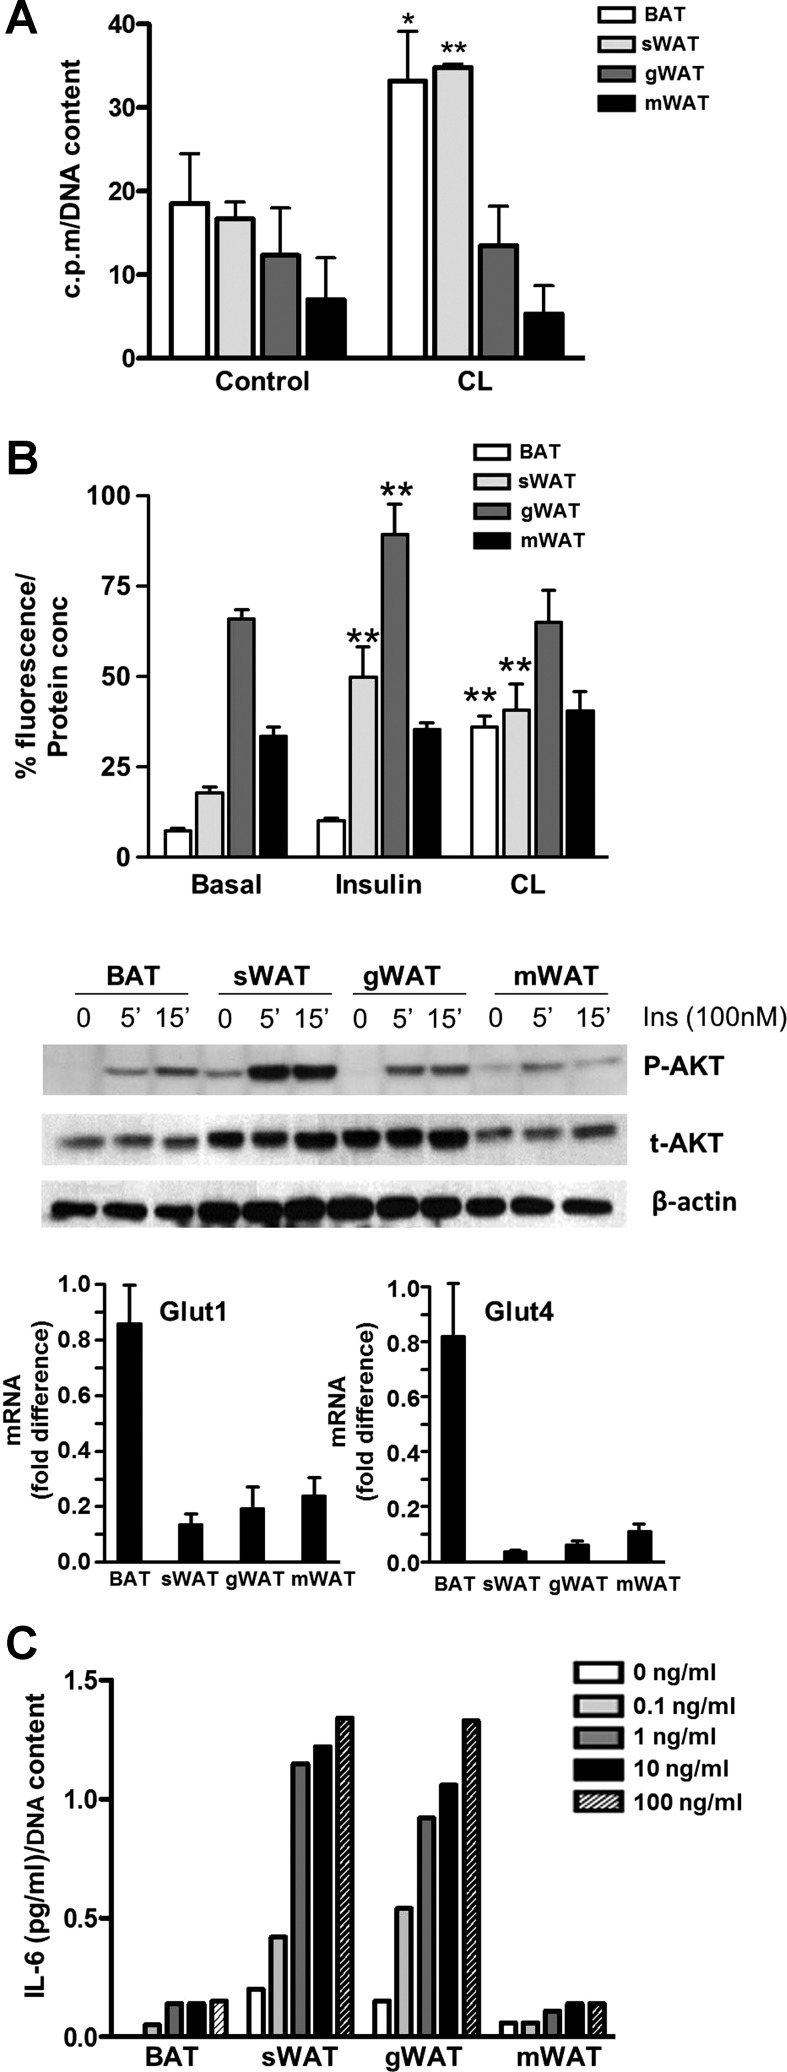
Functional characterization of immortalized cell lines from different adipose tissue depots. *A*: [^3^H]palmitate oxidation in differentiated adipocytes generated from interscapular BAT and sWAT, gWAT, and mWAT treated with or without CL-316,243 (CL; 10 μM) for 5 h. Results are expressed as a mean of 3 experiments and radioactivity count numbers normalized to DNA content. *B*: basal, insulin (100 nM), and CL (10 μM, 5 h) stimulated glucose uptake measured with the fluorescent glucose analog 2-[*N*-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino]-2-deoxy-d-glucose. Results are expressed as a mean of 3 experiments and fluorescence normalized to protein content. p-Akt was measured by Western blot with antibody against phosphorylated Ser^473^. A representative blot is shown. GLUT1 and GLUT4 mRNA relative expression levels are shown in differentiated cells. *C*: IL-6 production by differentiated adipocytes after 24-h treatment with increasing amounts of LPS. Bars represent means ± SE, and significant differences are shown. *P < 0.05; **P < 0.01.

Adipocytes are an important source of inflammatory cytokines (34), and our microarray analysis revealed that WAT depots preferentially expressed gene pathways associated with inflammatory processes. 

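At 28°C 12 of 26 genes of interleukins and their receptors were higher in sWAT than in BAT and 14 in mWAT than in BAT (13 and 15 adjusted over the list alone), while Il15ra was higher in BAT than in both. BAT minus sWAT and BAT minus mWAT differences were -4.23 ± 0.97 and -3.55 ± 0.97 for Il7r, the IL-7 receptor of lymphocytes, -2.27 ± 0.27 and -3.17 ± 0.27 for Il13ra1, and -2.93 ± 0.49 and -2.54 ± 0.49 for Il18r1. As a list they were lower in BAT from camera in both comparisons, against sWAT (adjusted p = 2.9e-05, and adjusted p = 0.24 with an estimated correlation) and against mWAT (adjusted p = 0.00018, and adjusted p = 0.27 with an estimated correlation). The scavenger receptor Msr1 of macrophages was higher in mWAT than in BAT (-1.92 ± 0.34), and the Fc receptor Fcgr2b (-1.78 ± 0.20) and the chemokine receptor Ccr2 (-1.73 ± 0.37) were higher in sWAT. The mean log2 intensity of the interleukin list was 7.32 ± 0.06 (SD, n = 3 arrays) in BAT, 8.37 ± 0.23 in sWAT and 8.37 ± 0.29 in mWAT. These are arrays of whole tissue, which holds immune cells beside adipocytes. The call of Ccr2 and Il7r (BAT versus sWAT) and Il7r (BAT versus mWAT) was lost in at least 1 fit each without 1 array, any array but mWAT A, B and C at 6°C and mWAT C at 28°C, at adjusted p of 0.01 to 0.047.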

Because previous investigations showed that differentiated adipocytes from human primary cultures were highly sensitive to LPS-stimulated secretion of IL-6 (11), we investigated the inflammatory response of differentiated adipocytes derived from distinct adipose tissues. Basal IL-6 secretion was detected in all cell lines except for BAT, and stimulation with LPS increased IL-6 production in a dose-dependent manner in subcutaneous and gonadal WAT cells (Fig. 6*C*). The lack of response of the mesenteric adipocytes was somewhat surprising given the link between visceral depots and inflammatory activity. Similar levels of TLR4 mRNA, the receptor for LPS, were detected in all cell lines following differentiation and induced >2,000-fold in all of the cell lines in differentiated compared with preadipocytes (data not shown).

This is the first time immortalized cell lines from four different adipose depots (interscapular BAT and subcutaneous, gonadal, and mesenteric WAT) have been generated and compared. Results demonstrate that it is possible to maintain depot-specific differences in expression and physiology in in vitro systems.

### Genes and Motifs Defining Browning of White Fat

To characterize the transcription profile of WAT subject to browning in response to cold, we first prepared a list of genes that were enriched in both BAT vs. subcutaneous WAT and BAT vs. mesenteric WAT (comparisons at 28°C), which provides BAT genes. Next, we determined which genes from this list were also increased in subcutaneous WAT by cold exposure. 

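Most probe sets that rose in sWAT at 6°C were higher in BAT than in both WAT depots at 28°C: 171 of 209 (81.8%; 134 genes), out of 4874 that were higher in BAT. Among them were Acot11, an acyl-CoA thioesterase (2.71 ± 0.20 in sWAT at 6°C), Serpina12 (2.54 ± 0.33) and Fbp2, a fructose bisphosphatase (2.41 ± 0.26), with all 3 arrays at 6°C above all 3 at 28°C. Cideb of lipid transport (2.16 ± 0.37) and Cox8b, a subunit of cytochrome c oxidase (1.82 ± 0.18), were in it too. Another 14 were higher in BAT than in 1 WAT depot only. Of the 171, 41 (24.0%; 29 genes) also rose in BAT at 6°C, and 63 of all 209 (30.1%) did. The sWAT arrays at 28°C enter both the cold comparison and BAT versus sWAT, and the BAT arrays at 28°C both BAT versus WAT and the cold comparison in BAT, so the calls are not independent. For the 171 independence gives 22.6 shared. The effect of shared arrays was simulated for 2 comparisons only, sWAT at 6 versus 28°C and BAT versus sWAT at 28°C. In 20 simulations with no difference between groups the number of probe sets higher in both at an unadjusted p under 0.01 was 34.1 on average against 1.16 for independent comparisons. In the data 1470 were observed for these 2 comparisons, where independence gives 348. BAT versus mWAT does not enter these numbers, so they give no expected size for the set itself. The set held 50, 95 and 67 probe sets without sWAT array A, B or C at 6°C, 48 and 53 without A or B at 28°C. It held 316 with dim probe sets left out and 2 when only the compared groups were fitted. Without 1 array, any array but BAT B and C at 28°C, mWAT A, B and C at 6°C and mWAT A and C at 28°C, Cideb and Serpina12 no longer passed in at least 1 fit each, at adjusted p of 0.01 to 0.05.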

The genes of this brite transcriptome are presented in Table 3. This stringent analysis confirmed the association of UCP1, PGC-1α, Cidea, Plin5, PPARα, and Otop1 with the browning of adipose tissue and also revealed additional genes that were part of the brown/brite transcription “fingerprint,” including GPR120, Nrg4, Rgs7, and Letm1. 

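In sWAT at 6°C Ucp1 rose by 3.65 ± 0.29, 12.5-fold (adjusted p = 4.3e-05), and Ppara by 3.01 ± 0.27. Plin5, a lipid droplet protein that binds mitochondria, rose by 1.76 ± 0.20 and Cidea, a lipid droplet protein of brown adipocytes, by 1.52 ± 0.24 (adjusted p = 0.005), with every array at 6°C above every array at 28°C in each of the 4. All 4 and Otop1 were also higher in BAT than in both WAT depots at 28°C and so belong to the set. Ucp1 was 14.7-fold higher than in sWAT (3.87 ± 0.29), Plin5 higher by 2.92 ± 0.20 and 3.65 ± 0.20 and Cidea by 2.08 ± 0.24 and 3.54 ± 0.24 than in sWAT and mWAT. Gpr120 (Ffar4), the second probe set of Nrg4 and the brightest of Letm1 belong to it as well. The second probe set of Letm1 does not, as it was not higher in BAT past the threshold. Nor do Rgs7 and Ppargc1a, which encodes PGC-1α, as their changes in sWAT did not pass. Of 146 symbols listed in Table 3, 124 were matched to the probe annotation. Symbols that look misprinted, such as Angpt14, Rdn16, Chchdh10, Igsec2 and Pn1dc1, were left unmatched. Among the matched symbols 120 had a positive change in sWAT at 6°C, 64 rose, 115 were higher in BAT than in sWAT and 118 than in mWAT, and 63 fell in the set here, from limma calls on the arrays on which the study chose them. Angptl4, Rdh16, Chchd10, Iqsec2 and Pnldc1 are in the set too, so the 63 may be an undercount. Cidea (sWAT in the cold) lost the call without sWAT A, B or C at 6°C or sWAT A or B at 28°C, at adjusted p of 0.016 to 0.036.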

To investigate the regulatory motifs associated with brite genes, we took the 1,000-bp upstream flanking region from the top 308 sequences. After the removal of duplicates and rebuilding of mixed contigs, a total of 471 sequences were submitted to MEME-LaB. The 10 most significant motifs between six and 12 bp were identified and their similarity to known eukaryotic transcription factor-binding sites determined (Fig. 7). For motif 2, which was present in 100% of promoter sequences, the transcription factors Klf4, CAC-binding protein, Pu.1, and Sp1 were the nearest fit from their position-specific scoring matrix (PSSM). Other transcription factors that were identified as fitting the motifs included C/EBPβ, p53, Pax6, Pax2, BCL-6, ATF-5, Kid3 (Zfp354c), and the nuclear receptors SF1, LRH-1, and HNF-4. 

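At 28°C Bcl6, a transcriptional repressor, was higher in BAT than in sWAT (0.82 ± 0.19, adjusted p = 0.0042) and mWAT (0.95 ± 0.19, adjusted p = 0.0012). Cebpb, which encodes the adipogenic factor C/EBPβ, was higher than in mWAT (1.78 ± 0.36), and against sWAT 1 of its 2 probe sets passed, the brighter one having 1.27 ± 0.36 (adjusted p = 0.012). Atf5, a stress-responsive factor of the ATF/CREB family, was higher than in mWAT (1.00 ± 0.18), with 0.38 ± 0.18 against sWAT (adjusted p = 0.11). Pax6, a paired box factor, did not pass against sWAT (0.47 ± 0.21, adjusted p = 0.098) or mWAT (0.63 ± 0.21, adjusted p = 0.03), nor did Nr5a1, which encodes the nuclear receptor SF1 (0.37 ± 0.27, adjusted p = 0.31; 0.04 ± 0.27, adjusted p = 0.92; all from limma). Leaving out 1 array, BAT A or C at 28°C or sWAT C at 28°C, ended the call of Bcl6 (BAT versus sWAT), at adjusted p of 0.016 to 0.021. Left out alone, BAT C at 28°C, sWAT C at 28°C or mWAT C at 6°C brought Cebpb (BAT versus sWAT) past the threshold, at adjusted p of 0.0048 to 0.0081.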

Examination of the microarray data reveals that C/EBPβ, BCL-6, SF1, Pax6, and ATF-5 are more highly expressed in brown vs. white adipose tissues at thermoneutrality. This highlights the potential of these factors through binding to their respective motifs to affect brown adipocyte gene expression.

**Table 3.** List of genes that define the “browning” of cold-activated white adipose tissue

**Mitochondria**	**Metabolism**	**Signaling**
Bckdha	Acaa2	2310014F07Rik
Cabc1	Acads	Adcy3
Chchdh10	Acadvl	Adora1
Coq3	Acc	Adrb3
Coq5	Acot11	Akap7
Coq9	Acot4	Angp13
Cox7a1	Acsf2	Angpt14
Cox8b	Cacb	Arl4a
Crat	Coasy	Gnao1
Cyc1	Cyp2b10	Gpr120
Decr1	Fbp2	Gpr135
Etfdh	Fn3k	Gpr146
Hsha	Gyk	Gpr4
Idh3a	Ldhb	Igsec2
Letm1	Pank1	Map2k5
Letmd1	Pck1	Mtor
Me3	Pdhb	Pde8a
Plat	Pdhx	Prkaca
Rilp	Pdk2	Prkar2b
Sirt3	Pdk4	Rgs7
Ucp1	Pfkb3	Adora1
Uqcr10	Sod2	**Immune/Inflammatory**
Uqcrfs1	**Transcription**	C8 g
**Transporters**	Esrra	Ifnar2
AI317395	Esrrg	Igsf21
Aqp7	Klf11	Il15ra
Cpt1	Nr1d1	Kng1
Cpt2	Nr1d2	Serpina12
Fabp3	Ppargc1a	**Lipid droplet**
Fabp4	Ppargc1b	Cidea
Slc27a2	Ppara	Cideb
Slc1a5	Sox6	Plin5
Slc25a20	Tef	Pnpla2
Slc25a33	Tfb2m	Lipe
Slc25a34	Tfdp2	**Cell cycle**
Slc25a42	Zfp703	Ccno
Slc4a4	**Cytoskeleton**	Cdkl3
Tmem37	Ka7na12	Inca1
**Hormone/vitamin**	Fam82b	**Apoptosis**
Cyp2b10	Tuba8	Nol3
Dio2	**Nucleic acid**	Otopn
Retsat	Asp	**Ion binding**
Rdn16	Carhsp1	Adprhl1
**Peroxisomes**	Gchfr	S100b
Hacl1	Gna13	Smyd4
Pex3	Oplah	Calr3
Pex19	Pn1dc1	**Unknown**
	Poln	4122401k19Rik
**Structural**	Satv2	8430408G22Rik
Krt79	**Secretion/vesicles**	9130214F15Rik
	Chpt1	9530008L14Rik
**Circadian rhythm**	Cpn2	Fam13a
Per3	Fam15a	Fam195a
**Protein degradation**	Otop1	Fam69b
Fbxo21	Pm20d1	
**Cell adhesion**	**Growth factor**	
Tspan18	Nrg4	

Genes listed were upregulated in subcutaneous WAT and more highly expressed in both BAT versus subcutaneous WAT and BAT versus mesenteric WAT.

**Fig. 7.**
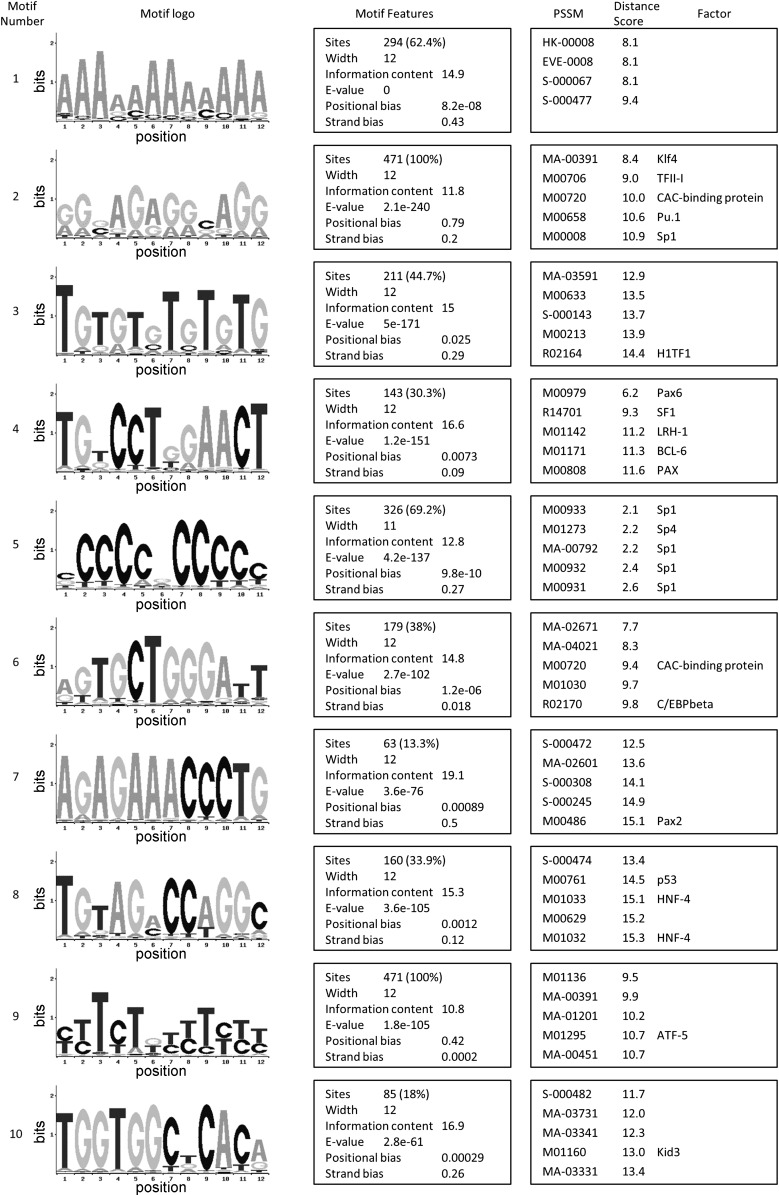
Motif analysis of brite gene promoters. Motif logos are presented from the MEME-LaB-analyzed gene cluster for transcripts induced by cold in subcutaneous WAT and more highly expressed in BAT vs. WAT depots. The MEME-LaB software determined 10 motifs, and these were analyzed for similarity to know motifs from JASPAR, PLACE, and TRANSFAC using position-specific scoring matrix (PSSM). Eukaryotic transcription factor binding sites are indicated for each relevant PSSM.

Finally, the microarray data was analyzed to determine which transcripts were temperature regulated but not specifically associated with higher levels in BAT. We generated a list of genes that were more highly expressed at 6 vs. 28°C in subcutaneous WAT but not more highly expressed in BAT vs. mesenteric WAT or BAT vs. subcutaneous WAT (Table 4). 

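Probe sets that rose in sWAT at 6°C and were not higher in BAT than in either WAT depot at 28°C numbered 24 (11.5% of those that rose; 20 genes). They included Chrna2, a subunit of the nicotinic acetylcholine receptor (2.21 ± 0.30), Apold1, an endothelial early response gene (1.53 ± 0.23), Abhd1, a hydrolase (1.46 ± 0.20), and Cldn22, a claudin of tight junctions (1.06 ± 0.14). In BAT 15 of them (62.5%, 13 genes) also rose at 6°C, and 63 of all 209 that rose in sWAT (30.1%). The BAT arrays at 28°C help define the set and are the controls of BAT at 6°C, so low values there favor both, by an amount not tested. The share was 37.5% without sWAT array A at 6°C and 100% without A at 28°C. Of the 53 symbols of Table 4 the probe annotation names 48, all with a positive change in sWAT. Of these 12 rose in sWAT, 12 fell in this set, and 17 rose in BAT, on the arrays on which the study chose them. The set held 8, 11 and 9 probe sets without sWAT array A, B or C at 6°C, 3 without A at 28°C (9030619P08Rik, Mtch2 and the second probe set of Letm1) and 4 without B at 28°C (9030619P08Rik, Mtch2, Cldn22 and Elovl3). The call of Abhd1, Apold1, Chrna2 and Cldn22 was lost in at least 1 fit each without 1 array, sWAT A, B or C at 6°C or sWAT A or B at 28°C, at adjusted p of 0.01 to 0.025.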

Remarkably, of this list of 53 cold-induced genes in subcutaneous WAT, 40 were also cold-induced in BAT. 

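Acaa1b, a peroxisomal thiolase (1.80 ± 0.25 in sWAT and 1.12 ± 0.25 in BAT), Drd1, the dopamine receptor also called Drd1a (1.27 ± 0.21 and 1.27 ± 0.21), and Pla2g2e, a secreted phospholipase (2.15 ± 0.37 and 2.13 ± 0.37), rose at 6°C in both depots, with every array at 6°C above every array at 28°C. Dbp, a transcription factor of the circadian clock (2.38 ± 0.36), Lipf, a lipase (1.75 ± 0.22), and Sphk2, a sphingosine kinase (2.13 ± 0.31), rose in sWAT. Their changes in BAT did not pass (1.31 ± 0.36, adjusted p = 0.028; 0.36 ± 0.22, adjusted p = 0.34; 1.01 ± 0.31, adjusted p = 0.044). Gys2, glycogen synthase, rose in BAT (2.25 ± 0.23), with 1.04 ± 0.23 in sWAT (adjusted p = 0.034, from limma). Whether these changes differ between the depots was tested with the interaction. The difference was -1.39 ± 0.32 for Lipf (adjusted p = 0.04), -1.07 ± 0.51 for Dbp (adjusted p = 0.36), -1.12 ± 0.43 for Sphk2 (adjusted p = 0.24) and 1.21 ± 0.33 for Gys2 (adjusted p = 0.08), none past the threshold. Without 1 array, any 1 of the 18 arrays, Acaa1b and Pla2g2e (BAT in the cold) and Acaa1b, Dbp, Drd1, Lipf, Pla2g2e and Sphk2 (sWAT in the cold) no longer passed in at least 1 fit each, at adjusted p of 0.01 to 0.062. Gys2 (sWAT in the cold) passed without sWAT C at 28°C, at adjusted p of 0.0084.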

Genes that were increased in both WAT and BAT in response to cold include Cil6l, Acaa1b, Dbp, Drd1a, Gys2, Lipf, Pla2g2e, and Sphk2. They are likely to be important for changes required only in response to cold and may be required for elevation of metabolic activity that will occur in both WAT and BAT in cold conditions. Although these genes are not more highly expressed in BAT vs. WAT at thermoneutrality, they may still be important for the brite program.

**Table 4.** Genes that are induced by cold in subcutaneous WAT and are not more highly expressed in BAT versus subcutaneous WAT or BAT versus mesenteric WAT

Gene Name	Gene	Induced by Cold in BAT	Gene Function
4921536K21Rik	RIKEN cDNA 4921536K21 gene	Yes	
**9030619P08Rik**	**RIKEN cDNA 9030619P08 gene**	Yes	
9430098F02Rik	RIKEN cDNA 9430098F02 gene	Yes	
Abca6	ATP-binding cassette, sub-family A (ABC1), member 6		
**Abhd1**	**Abhydrolase domain containing 1**	Yes	
**Acaa1b**	**Acetyl-Coenzyme A acyltransferase 1B**	Yes	
Acoxl	Acyl-coenzyme A oxidase-like		
Adrm1	Adhesion regulating molecule 1	Yes	
**Apoc2**	**Apolipoprotein C-II**	Yes	Extracellular
Apoc4	Apolipoprotein C-IV		Extracellular
**Apold1**	**Apolipoprotein L domain-containing 1**	Yes	
Aqp11	Aquaporin 11	Yes	Plasma membrane
Atrn	Attractin	Yes	Plasma membrane,
C2cd2l	C2 calcium-dependent domain containing 2-like	Yes	
Catsper3	Cation channel, sperm associated 3		Plasma membrane
Ccny	Cyclin Y	Yes	
**Chrna2**	**Cholinergic receptor, nicotinic, alpha polypeptide 2**	Yes	Plasma membrane
Cir1	Corepressor interacting with RBPJ, 1		
**Cldn22**	**Claudin 22**		Plasma membrane
Cmbl	Carboxymethylenebutenolidase-like (Pseudomonas)		
**Crtac1**	**Cartilage acidic protein 1**		Extracellular
**Cyp4a10**	**Cytochrome P450, family 4, subfamily a, polypeptide 10**	Yes	
**Dbp**	**D site albumin promoter binding protein**	Yes	Transcription factor
Dcst1	DC-STAMP domain containing 1		
**Drd1a**	**Dopamine receptor D1A**	Yes	Signaling Molecule
Fabp12	Fatty acid-binding protein 12	Yes	
Fndc8	Fibronectin type III domain containing 8	Yes	
**Gys2**	**Glycogen synthase 2**	Yes	
Katna1	Katanin p60 (ATPase-containing) subunit A1	Yes	Cell Cycle
Klhl2	Kelch-like 2, Mayven (Drosophila)		
Kras	v-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog	Yes	Signaling Apoptosis
**Lipf**	**Lipase, gastric**		Extracellular
Lsm1	LSM1 homolog, U6 small nuclear RNA associated	Yes	
Mfsd3	Major facilitator superfamily domain containing 3	Yes	
Mpv17l	Mpv17 transgene, kidney disease mutant-like	Yes	
Nploc4	Nuclear protein localization 4 homolog (S. cerevisiae)	Yes	
Nxnl1	Nucleoredoxin-like 1	Yes	
Padi3	Peptidyl arginine deiminase, type III		
Pex16	Peroxisomal biogenesis factor 16	Yes	
**Pla2 g2e**	**Phospholipase A2, group IIE**	Yes	Extracellular
Psmd4	Proteasome (prosome, macropain) 26S subunit, nonATPase	Yes	
Rcl1	RNA terminal phosphate cyclase-like 1		
Reep6	Receptor accessory protein 6	Yes	
Rnf146	ring finger protein 146	Yes	
Rora	RAR-related orphan receptor alpha	Yes	Transcription factor
Slc9a6	Solute carrier family 9 member 6	Yes	
**Sphk2**	**Sphingosine kinase 2**	Yes	Signaling molecule
**Tbata**	**Thymus, brain and testes associated**		
**Tinag**	**Tubulointerstitial nephritis antigen**	Yes	
Tmem120a	Transmembrane protein 120A	Yes	
Trfr2	Transferrin receptor 2	Yes	Plasma membrane
**Vmn2r1**	**Vomeronasal 2, receptor 2**	Yes	
Zwint	ZW10 interactor	Yes	Cell cycle

Boldface indicates genes that are within the top 200 most significantly upregulated genes in 6°C versus 28°C subcutaneous WAT.

### Nrg4 is a Brown Adipocyte Adipokine That Promotes Neurite Outgrowth

Nrg4 was one of the genes for the group that define the brite transcription signature and was selected for further study. It showed an expression pattern similar to the BAT marker gene Cidea in that expression was greater in BAT vs. WAT and that cold stimulated a large increase in WAT, whereas only a small increase was detected in BAT. 

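The mean log2 intensity of Nrg4 was 13.2 ± 0.03 (SD, n = 3 arrays) at 28°C and 12.9 ± 0.01 at 6°C in BAT, 11.7 ± 0.46 and 12.6 ± 0.10 in sWAT, and 11.1 ± 0.21 and 11.7 ± 0.05 in mWAT. That of Cidea was 14.0 ± 0.03 and 14.0 ± 0.06 in BAT, 11.9 ± 0.29 and 13.4 ± 0.13 in sWAT, and 10.4 ± 0.65 and 11.3 ± 0.22 in mWAT. In BAT neither gene passed at 6 versus 28°C (-0.26 ± 0.17, adjusted p = 0.37 for Nrg4 and 0.02 ± 0.24, adjusted p = 0.98 for Cidea), nor in mWAT (0.57 ± 0.17, adjusted p = 0.87 and 0.86 ± 0.24, adjusted p = 0.72). A second, dimmer probe set of Nrg4 had a log2 change of 1.31 ± 0.17 in mWAT (adjusted p = 0.033, not past) and 0.13 in BAT. The cold response in BAT minus that in sWAT was -1.10 ± 0.25 for Nrg4 (adjusted p = 0.039) and -1.51 ± 0.34 for Cidea (adjusted p = 0.04), from the limma interaction. Whether the arrays still resolve a rise from the high level of Cidea in BAT at 28°C was not tested. Fits without 1 array, sWAT C at 28°C or mWAT C at 28°C, called Cidea and Nrg4 (the difference between BAT and sWAT) in at least 1 fit each, at adjusted p of 0.0036 to 0.0045.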

Along with Nrg1, -2, and -3, it is a member of the epidermal growth factor family of proteins that are involved in normal development and in the pathology of many diseases. Analysis of a panel of mouse tissues revealed that Nrg4 was highly expressed in adipose tissues, being the highest in BAT, followed by gonadal and subcutaneous WAT (Fig. 8*A*). Analysis of in vivo protein expression by immunohistochemistry revealed the presence of NRG4 in BAT and gonadal WAT (Fig. 8*B*). For in vitro studies, we determined expression of Nrg4 mRNA in our immortalized BAT cell line. Expression progressively increased upon differentiation treatment, being the highest after 8 days (Fig. 8*C*), confirming adipocyte-specific expression (Fig. 5*C*). Efficient differentiation was confirmed by the induction of the adipose marker aP2 (Fig. 8*C*). To test whether NRG4 was secreted into the culture media and whether this had any effect in promoting neurite outgrowth, conditioned medium of mature brown adipocytes was used to treat PC12 cells stably expressing ErbB4 (25). NRG4 was detected by ELISA in conditioned medium from differentiated brown adipocytes and was undetectable in unconditioned medium and medium from preadipocytes (Fig. 8*D*). Conditioned medium induced neurite outgrowth (measured by staining with anti-Tuj1 antibody) after 24 h in a dose-dependent manner (Fig. 8*E*). This effect was specific for Nrg4, as neurite outgrowth was prevented in conditioned medium from adipocytes in which it was knocked down by >75% by shRNA interference (Fig. 8*F*). Thus, we can conclude that NRG4 produced by brown adipocytes in culture can affect the neurite development in neural cells. This indicates that NRG4 represents a novel brown adipose tissue adipokine with important autocrine/paracrine functions in the development of the innervation net in adipose tissues, with implications in the acquisition of BAT features in WAT depots.

**Fig. 8.**
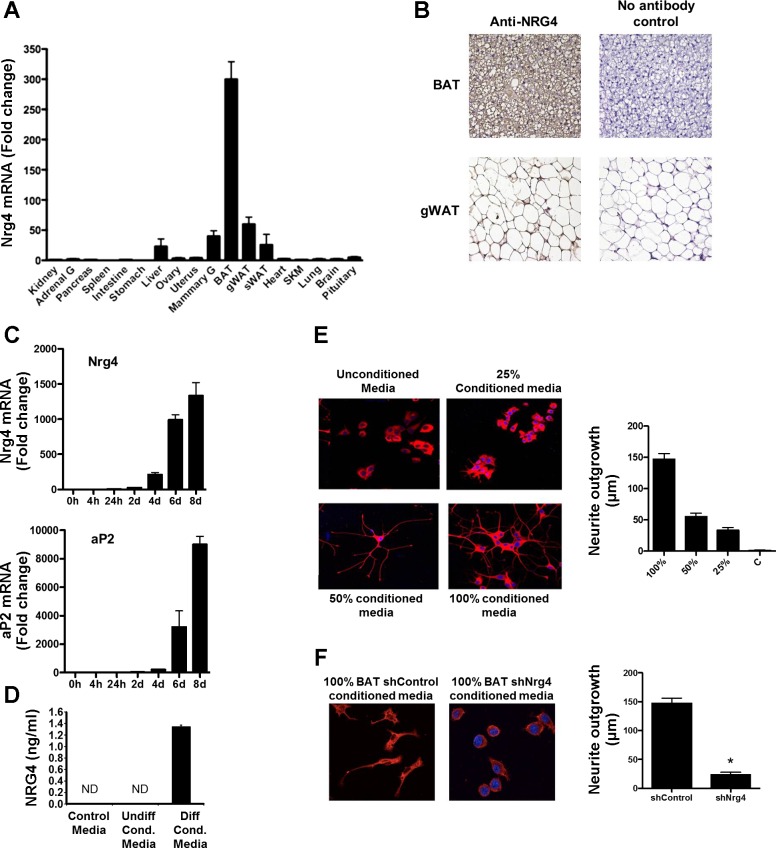
Nrg4 is a BAT adipokine promoting neurite outgrowth. *A*: Nrg4 mRNA expression in mouse tissues (*n* = 4). Data are expressed as a fold difference compared with kidney. *B*: inmunohistochemistry of Nrg4 in murine BAT and gonadal WAT. *C*: Nrg4 and aP2 mRNA expression in immortalized BAT cells throughout differentiation. Data are shown as fold induction compared with *time 0*. *D*: NRG4 levels in unconditioned medium (control), conditioned medium from undifferentiated brown adipocytes (Undiff Cond), and 4-wk-differentiated brown adipocytes (Diff Cond) in 6-well plates, determined by ELISA. DNA content was 28.65 ± 1.38 and 26.04 ± 1.96 μg/well for differentiated and undifferentiated cells, respectively. *E*: neurite staining with anti-Tuj1 antibody of PC12-HER4 cells incubated with different concentrations of conditioned medium from differentiated brown adipocytes. Neurite outgrowth measured in μm and expressed as fold induction over control cells. *F*: neurite staining by anti-Tuj1 antibody of PC12-HER4 treated with conditioned medium of differentiated brown adipocytes stably expressing shNrg4 or a nontargeting shRNA. For all of the data, bars represent means ± SE, and significant differences are shown. *P < 0.05.

## DISCUSSION

In the present study, we aimed to identify factors, pathways, and regulatory elements that are important for acquiring brown fat features in WAT depots. We conducted global expression analysis on discrete adipose tissue depots, with well-recognized differential physiology and involvement in metabolic disease, in mice that had been exposed to cold for 10 days. This stimulus drives the appearance of brown adipocytes or the browning of determined WAT depots. 

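The mean log2 intensity of the 27 thermogenesis genes was 11.6 ± 0.06 (SD, n = 3 arrays) at 28°C and 12.1 ± 0.00 at 6°C in BAT, and 8.60 ± 0.25 and 9.10 ± 0.16 in mWAT. In BAT Elovl3 and Bmp8b were the genes of the list that rose (adjusted p = 0.035, and adjusted p = 0.85 with an estimated correlation). In mWAT the list was called with Ucp1 alone past the threshold (3 adjusted over the list alone; adjusted p = 6.4e-10, and adjusted p = 0.34 with an estimated correlation). Genes of mitochondrial fatty acid oxidation were higher in mWAT by a median of 0.30 (adjusted p = 2.4e-12, and adjusted p = 0.34 with an estimated correlation). Of its genes 0 of 19 passed and 10 had an unadjusted p under 0.05, with 0.57 ± 0.14 for the carnitine palmitoyltransferase Cpt2. The cold response in sWAT minus that in mWAT, tested itself, passed in 0 probe sets from limma. At the same time 2287 had an unadjusted p under 0.05 where chance gives 2252, and the lowest adjusted p was 0.018. It passed in 1 without sWAT array A at 28°C (Lipm), 1 without C at 28°C (Plin5), 10 without B at 6°C. It passed in 2 without mWAT array B at 28°C (Acot11 and 1 not named here) and 4 without C at 6°C (Slc27a2, Cox7a1, Acot11 and 1 not named here). For Ucp1 the difference was 0.63 ± 0.42 (adjusted p = 1.0). The list of brown fat thermogenesis (BAT in the cold) lost the call without BAT A at 6°C or BAT C at 28°C, at adjusted p of 0.05 to 0.053.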

Our results support previous findings that the subcutaneous adipose depot is most reactive to acquiring BAT characteristics, whereas visceral depots are much less responsive (28). Female gonadal WAT shows a certain degree of induced expression of UCP1, PGC-1α, Cidea, and other BAT-specific genes upon adrenergic activation triggered by cold exposure. Mesenteric WAT seems to be almost completely insensitive at the level of gene expression, although interestingly, adipocytes here become multilocular, albeit UCP1-ve, in response to cold (40). In contrast, BAT shows the highest number of genes that are affected upon cold exposure. 

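Beside those of thermogenesis and fatty acid oxidation, gene lists were called in mWAT at 6°C by small amounts. Degradation of branched-chain amino acids (median 0.25, adjusted p = 5.7e-07, and adjusted p = 0.74 with an estimated correlation), triglyceride storage and lipolysis (median 0.17, adjusted p = 0.00085, and adjusted p = 0.74 with an estimated correlation) and NRF2 targets (median 0.12, adjusted p = 0.0071, and adjusted p = 0.34 with an estimated correlation) were higher. The values were 0.67 ± 0.24 for the aminotransferase Bcat2, 1.18 ± 0.27 for Pck1, which feeds glycerol synthesis, and 0.59 ± 0.20 for Hmox1, none past the threshold. No gene of these 3 lists passed from limma, and 3 of 19, 6 of 20 and 1 of 21 had an unadjusted p under 0.05. In all 11 lists were called higher and 2 lower, 0 with an estimated correlation and 21 in all without mWAT array B at 6°C. Elovl3, at 3.04 ± 0.62, did not pass in mWAT (adjusted p = 0.33). Over the 1372 probe sets that rose in BAT, the median log2 change was 1.06 in BAT, 0.29 in sWAT and 0.07 in mWAT. Of these 83.3% and 62.2% had a positive change in sWAT and mWAT. The mean log2 intensity of the pancreas gene list was 12.3 in mWAT array B at 6°C, 5.26 and 4.82 in the others at 6°C and 8.48, 4.61 and 4.88 in arrays A, B and C at 28°C. This list was called higher too (adjusted p = 0.0039, and adjusted p = 0.83 with an estimated correlation), but lower without array B at 6°C (median -1.24, adjusted p = 0.0067). Leaving out 1 array, mWAT C at 6°C or mWAT B or C at 28°C, ended the call of the list of NRF2 oxidative stress targets, the list of pancreas and the list of triglyceride storage and lipolysis in at least 1 fit each, at adjusted p of 0.082 to 0.38.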

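Leptin, Lep, the hormone of fat stores, fell in BAT at 6°C (-2.76 ± 0.58, adjusted p = 0.0065), as did Xbp1, a transcription factor of the unfolded protein response (-1.03 ± 0.15). Abhd5, the coactivator of triglyceride lipase, rose (0.93 ± 0.19), and Eng, an endothelial TGFβ coreceptor, rose (0.82 ± 0.17). The 3 arrays at 6°C all lay on 1 side of the 3 at 28°C in 36.5% of probe sets in BAT, 19.1% in sWAT and 7.11% in mWAT, where chance gives 10%. The median absolute log2 change was 0.266, 0.190 and 0.133, and 5.49%, 1.66% and 0.706% of probe sets had a change of 2-fold or more. The call of Abhd5, Eng and Lep was lost in at least 1 fit each without 1 array, BAT A, B or C at 6°C or BAT A, B or C at 28°C, at adjusted p of 0.013 to 0.034.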

We have also identified a set of genes and pathways that are either induced or repressed by the tissue remodeling that occurs after the long-term adrenergic activation induced by cold exposure. 

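Vegfc, a growth factor of lymphatic vessels, had a change of -0.43 ± 0.19 in BAT at 6°C that did not pass with its brightest probe set (adjusted p = 0.16). Of its 3 probe sets, whose changes went from -1.39 to -0.30, 1 was lower past the threshold in limma. Its change in sWAT at 6°C was -0.46 ± 0.19 (adjusted p = 0.31). At 28°C its log2 intensity was 8.70 ± 0.23 (SD, n = 3) in BAT, 8.80 ± 0.25 in sWAT and 8.76 ± 0.30 in mWAT, and neither difference passed (adjusted p = 0.69 and adjusted p = 0.81).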

VEGF signaling was identified as downregulated by cold exposure, with Vegfc specifically reduced and also more highly expressed in WAT compared with BAT. This contrasts with Vegfa, which was found to be present at higher levels in BAT. This agrees with previous reports that associate Vegfa (64) with angiogenesis in BAT and Vegfc being negatively regulated by adrenergic signaling (5) and indicates distinct roles for Vegfc and Vegfa signaling in white and brown adipocytes, respectively.

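Vegfa, a growth factor of blood vessels, was higher in BAT at 28°C than in sWAT (1.22 ± 0.20, 2.32-fold, adjusted p = 0.00023) and than in mWAT (1.76 ± 0.20, 3.38-fold, adjusted p = 6.1e-06). Of the 10 VEGF ligands and receptors, 6 were higher in BAT than in sWAT and 2 lower, Vegfd and Pgf. Against mWAT 5 were higher (Vegfa, Vegfb, Flt1, Kdr and Nrp1) and 1 lower, Vegfd (7 and 5 higher adjusted over the list alone). Neither was called as a list (adjusted p = 0.073 and 0.23 from camera). Vegfb was higher (1.71 ± 0.23 and 1.64 ± 0.23) and Vegfd lower (-1.21 ± 0.29 and -1.71 ± 0.29) than in sWAT and mWAT. Without 1 array, BAT A, B or C at 28°C or sWAT A or C at 28°C, Vegfd (BAT versus sWAT) no longer passed, at adjusted p of 0.011 to 0.02. Left out alone, sWAT C at 28°C brought the list of VEGF ligands and receptors (BAT versus sWAT) past the threshold, at adjusted p of 0.026.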

We have highlighted a set of genes, the expression of which can be induced by these signaling events. These include Bmp8b, a member of the TGFβ family that has recently been found to be involved in brown adipose tissue activation (62); Nrg4, a member of the neuregulin family involved in neurite growth (23); GPR120, a GPCR that has been shown to mediate the anti-inflammatory and insulin-sensitizing effects of ω-3 fatty acids, with its absence making mice prone to obesity (29); Rgs7, a regulator of G protein signaling that can inhibit signal transduction by increasing the GTPase activity of G protein-α subunits (4); Slc27a2, an isozyme of the long-chain fatty acid-coenzyme A ligase family that has the capacity to convert free long-chain fatty acids into fatty acyl-CoA esters and also function as a fatty acid transporter (26); Letm1 a mitochondrial protein involved in calcium transport (60); and Nnat, a member of the proteolipid family of amphipathic polypeptides that exhibits paternally inherited imprinted expression and is considered to play an important role in brain development (33) and glucose-mediated insulin secretion (32). For some, this is the first time that expression has been described in adipocytes. More importantly, with our strategy, we have been able to identify genes that have implications in metabolic pathophysiology in mouse and/or humans, including GPR120 (29), Rgs7 (2), and Nnat (58), that have been reported to be associated with human obesity in linkage and single-nucleotide polymorphism analysis. Further studies will address the relevance of these molecules for adipocyte/adipose tissue functionality.

We have compared the transcriptional differences in our microarray with other available data sets. In the present study, because intact females were used, some genes may be subject to cyclical hormonal changes. Although there were a number of technical differences between studies, including using the C57BL/6 strain, the use of males, and maintenance at 23°C [GEO accession no. GSE44059 (44)], the fact that the same microarray platform was used and expression values were available for exactly the same probes allowed us to perform a direct comparison of the differentially expressed transcripts. This was conducted in OrderedList, a package in R, for meta-analysis of ordered gene lists like those acquired from differential gene expression analysis (37). The *P* value for a significant overlap between the two expression studies being substantially different from random studies is <10^−16^. Nrg4, Slc27a2, Rgs7, and Nnat were differentially expressed in the GSE44059 data sets for BAT vs. inguinal WAT and BAT vs. epididymal WAT. The same genes were also differentially regulated in an independent microarray of BAT vs. epididymal WAT [GEO accession no. GSE8044 (48)]. Our experiments were performed at thermoneutrality, which may reduce the baseline expression of BAT genes in WAT, thereby allowing the identification of additional cold-regulated genes such as GPR120 and Bmp8b, which were not differentially expressed in the other data sets.

In contrast to BAT-enriched genes, the data sets are remarkably divergent for genes that are more highly expressed in WAT compared with BAT. 

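At 28°C Upk3b, a uroplakin made by mesothelium, was lower in BAT than in mWAT in both of its probe sets, by log2 changes of -6.33 ± 0.40 in the brighter (adjusted p = 5.0e-08) and -6.85 ± 0.53 in the other, with every BAT array under every mWAT array. Between BAT and sWAT the brighter did not pass (1.07 ± 0.40, adjusted p = 0.049, from limma), and the other was higher in BAT past the threshold (2.08). Of 13 mesothelial genes 12 were lower in BAT than in mWAT (12 adjusted over the list alone; adjusted p = 3.8e-10, and adjusted p = 0.22 with an estimated correlation), such as mesothelin, Msln (-5.46 ± 0.36), and Gpm6a (-5.40 ± 0.29). Upk3b (BAT versus sWAT) passed without BAT A at 28°C, at adjusted p of 0.0029.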

Upk3b showed the greatest difference in expression between BAT and Mes WAT in our study at 28°C and was found in GSE44059 (BAT vs. epididymal WAT) and GSE8044 (BAT vs. subcutaneous WAT). Similarly, Nnat was also found in these analyses. Other genes consistently elevated in WAT compared with BAT across the different data sets include Sncg, Ighv14-2, Ildr2, Samsn1, and Synpo2.

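At 28°C Sncg, which encodes γ-synuclein, was lower in BAT than in sWAT (-2.33 ± 0.32, adjusted p = 5.5e-05) and mWAT (-1.56 ± 0.32, adjusted p = 0.0012). So was Ildr2, a membrane protein of the immunoglobulin superfamily (-1.66 ± 0.24 and -3.47 ± 0.24). Synpo2, an actin-binding protein of muscle, was lower in BAT than in mWAT (-3.56 ± 0.20), with 0.68 ± 0.20 against sWAT (adjusted p = 0.014). Ighv14-2, an immunoglobulin variable segment, had differences of -4.97 (adjusted p = 0.018) and -4.19 (adjusted p = 0.037). Samsn1, an adaptor of lymphocytes, had -2.95 ± 0.91 (adjusted p = 0.02) and -3.07 ± 0.91 (adjusted p = 0.015), and none of the 4 passed in limma. Both are genes of lymphocytes, and the B cell list had means of 5.63, 5.81 and 6.96 in BAT arrays A, B and C and 11.0, 10.1 and 8.81 in those of sWAT. Fits without 1 array, mWAT C at 6°C or mWAT C at 28°C, called Ighv14-2 and Samsn1 (BAT versus mWAT) and Ighv14-2, Samsn1 and Synpo2 (BAT versus sWAT) in at least 1 fit each, at adjusted p of 0.00085 to 0.008.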

With regard to other analyses of cold-dependent changes in gene expression in inguinal WAT, the genes we have identified are highly consistent with a comparison of a 5-wk exposure to 4 vs. 30°C male C57BL/6 mice [GEO accession GSE13432 no. (64)]. Importantly, Nrg4, GPR120, Slc27a2, Rgs7, Letm1, Bmp8b, and Cil6l (9030619P08Rik) were also cold induced in this microarray. In contrast, there was little consistency in the genes more highly expressed at 30 vs. 4°C in the independent experiments. It is noteworthy that Nnat was one of the few genes that was found in both microarrays (Acin1, Ccr2, Far1, Pida3, Zfp36l, Tnfrsf21, and Ostc were also more highly expressed at thermoneutrality in the 2 analyses).

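In sWAT at 6 versus 28°C Ccr2, the chemokine receptor of monocytes, had a change of -0.66 ± 0.37, and Tnfrsf21, a death receptor, -0.61 ± 0.18. Pdia3, a disulfide isomerase of the endoplasmic reticulum, had -0.45 ± 0.12, and Ostc, a subunit of oligosaccharyltransferase, -0.37 ± 0.12. The values were -0.33 ± 0.15 for Acin1, a nuclear protein of splicing, and -0.31 ± 0.13 for Far1, a fatty acyl-CoA reductase. The name Zfp36l fits 2 genes that promote mRNA decay, Zfp36l1 (-0.35 ± 0.11) and Zfp36l2 (0.11 ± 0.17). None of these 8 values passed, 7 of them negative, and the adjusted p from limma was lowest for Pdia3 (0.095) and highest for Zfp36l2 (0.87).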

The consistency across our microarray, GSE44059, GSE8044, GSE13432, and other published studies confirms the expression profile of already identified BAT and brite genes implicated in transcriptional regulation (Zic1, Lhx8, PGC-1α, and Prdm16), mitochondrial function (Cox7a1, UCP1), lipid metabolism (Gyk, Fabp3, Plin5, Elovl3, Pank1, and Cidea), cytokine signaling (Otop1), enzymatic activity (Dio2, Cpn2), and coagulation regulation (Kng1).

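Lhx8, a LIM homeobox factor, was higher in BAT at 28°C than in sWAT (2.06 ± 0.45) and mWAT (2.93 ± 0.45). Fabp3 was higher by 4.28 ± 0.30 and 4.60 ± 0.30, Cox7a1 by 4.19 ± 0.25 and 4.76 ± 0.25, and Pank1, the pantothenate kinase of coenzyme A synthesis, by 4.16 ± 0.24 and 4.71 ± 0.24. Dio2, the deiodinase that activates thyroid hormone, was higher by 2.75 ± 0.45 and 1.91 ± 0.45, and Kng1 by 5.96 ± 0.30 and 5.52 ± 0.30. In sWAT at 6°C Pank1 rose by 2.35 ± 0.24 and Cpn2 by 2.59 ± 0.36, with 1.79 ± 0.45 for Dio2 (adjusted p = 0.068, from limma) and 0.29 ± 0.45 for Lhx8 (adjusted p = 0.87). Cpn2 (sWAT in the cold), Dio2 (BAT versus mWAT) and Lhx8 (BAT versus sWAT) lost the call in at least 1 fit each without BAT A or C at 28°C, sWAT A or C at 6°C, sWAT A or B at 28°C or mWAT A at 28°C, at adjusted p of 0.012 to 0.021.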

It is transcriptional regulators that will be pivotal to expression of the brown fat phenotype. 

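Ppargc1a, the coactivator PGC-1α of mitochondrial biogenesis, was higher in BAT at 28°C than in sWAT (2.70 ± 0.40, adjusted p = 0.00011) and mWAT (1.49 ± 0.40, adjusted p = 0.0079). Prdm16, a transcriptional coregulator of brown fat identity, was higher by 2.27 ± 0.23 (adjusted p = 3.6e-06) and 2.61 ± 0.23 (adjusted p = 6.5e-07). In sWAT at 6°C the change was 1.46 ± 0.40 for Ppargc1a (adjusted p = 0.093) and 0.38 ± 0.23 for Prdm16 (adjusted p = 0.56), neither past the threshold in limma. Leaving out 1 array, any array but sWAT A, B and C at 28°C, mWAT A, B and C at 6°C and mWAT C at 28°C, ended the call of Ppargc1a (BAT versus mWAT), at adjusted p of 0.01 to 0.044.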

Our analysis of relevant controls showed PGC-1α and PRDM16 were more highly expressed in BAT compared with WAT depots, and the subcutaneous WAT depot showed increased levels of both factors in response to cold exposure. Therefore, these transcriptional regulators or their interplay with coregulators such as RIP140, which at 4°C was lower in BAT vs. WAT, may be central to the changes in gene expression due to cold or the depot-specific profiles. 

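At 6°C Nrip1, which encodes the corepressor RIP140, was lower in BAT than in sWAT by a log2 change of -1.49 ± 0.24 (adjusted p = 0.00022) and lower than in mWAT by -1.30 ± 0.24 (adjusted p = 0.00037), with every BAT array under every array of each WAT depot. Of its 6 probe sets 5 were lower in each comparison at the threshold in limma. The difference from mWAT did not pass when only the compared groups were fitted. That from sWAT did not pass with the list means as covariates, a fit chosen after the data were seen. The log2 intensity was 9.79 ± 0.52 (SD, n = 3) in BAT, 11.3 ± 0.33 in sWAT and 11.1 ± 0.16 in mWAT. The paper proposes that PGC-1α and PRDM16, or their interplay with such coregulators, may be central to the changes in expression with cold or between depots.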

Further work is necessary to determine the role of other factors such as Zic1 and Lhx8 in brown and brite gene expression.

We sought to identify regulatory motifs that were specifically enriched in the promoters of the cluster of brite genes found from the microarray. Analysis using the MEME-LaB software determined the association of Sp1-binding sites with one of the motifs. This transcription factor may be relevant to induction of BAT genes due its interaction with PPARγ (1, 52). Other notable transcription factors that had putative binding sites enriched in the promoters of the brite cluster include p53 and C/EBPβ, which are known regulators of BAT differentiation (35, 38). HNF-4 has recently been reported to be downregulated in WAT by cold, and therefore, it may serve to repress BAT gene expression in this tissue (50). Other factors with putative binding sites, such as BCL-6, SF1, Pax6, and ATF-5, showed elevated expression in BAT compared with WAT, and therefore, they represent novel potential regulators of the brown or brite gene expression pattern.

It is well established that adipose tissues are composed of lipid-filled mature adipocytes and other nonadipocyte cells, which form the SVF. The SVF consists of various types of cells, including immune cells, fibroblasts, pericytes, endothelial cells, adipocyte progenitors, and stromal cells as well as undefined pools of stem cells. Fractionation of the different depots showed that all of the genes that were selected from the microarray for validation or further study were enriched in adipocytes compared with the SVF. To evaluate isolated adipocytes from discrete depots, we generated cell lines from precursors of four different adipose depots (BAT and subcutaneous, gonadal, and mesenteric WAT). Our immortalization protocol, which involves the inactivation by temperature of the SV40 T antigen prior to differentiation, prevents sequestration of retinoblastoma protein, avoiding the risk of driving white preadipocytes into “brown-like” adipocytes (45). The adipocyte cell lines demonstrate clear characteristics that correspond to their depot of origin, with the highest expression of UCP1, Cidea, Rgs7, and Nrg4 detected in the differentiated brown adipocytes. Cil6l was present at the highest levels in differentiated subcutaneous white adipocytes, in agreement with tissue expression pattern. The induction of UCP1 and PGC-1α, in response to a β_3_-stimulus, was greatest in the adipocytes generated from BAT, followed by subcutaneous WAT and gonadal WAT, with mesenteric WAT being unresponsive. The cell lines we generated retain functional β-adrenergic and insulin pathways, oxidative metabolism, and an inflammatory response that very similar to what is found in the different adipose tissue depots. Overall, we can conclude that these cell lines are a reliable model for in vitro studies of different adipose tissue depots and are a powerful tool for future drug discovery studies.

We undertook further study of Nrg4, as it was both highly enriched in BAT vs. WAT and upregulated in WAT following cold exposure and seemed likely to be an important novel signaling factor in adipose tissue that could have a key role in adipocyte-neuronal cross-talk. We found NRG4 to be secreted by brown adipocytes but not preadipocytes. Using PC12 pheochromocytoma cells stably expressing the receptor for NRG4 and ERBB4, we have been able to show that NRG4 is a BAT/brite adipokine. One of the key differences between brown and white adipose tissue is the degree of sympathetic innervation (54). Previous studies have indicated that nerve growth factor is produced in BAT (41). Our data indicate that NRG4 could be a key factor for the development of BAT and acquisition of BAT features of WAT depots by promoting the growth of neurites and thus enhancing innervation of the tissue needed to activate the thermogenic functions. To fully evaluate the role of Nrg4 in the regulation of adipose tissue innervation, further studies will require the generation of mouse models with depot-specific ablation of the gene.

The discovery that adult humans possess functional BAT has opened the possibility for future treatments against obesity that would boost BAT activity or promote the appearance of brown adipocytes in nonclassical BAT locations where white fat predominates by BAT-inducing drugs or other therapies, such as tissue transplantation or gene therapy. The identification of the key transcriptional events associated with browning of WAT is important for the understanding of how gene expression governs this tissue remodeling.

## GRANTS

This work was supported by Biotechnology and Biological Sciences Research Council Grant BB/H020233/1, the EU FP7 project DIABAT (HEALTH-F2-2011-278373), Wellcome Trust Grant WT093082MA, and the Genesis Research Trust.

## DISCLOSURES

The authors declare that they have no conflicts of interest, financial or otherwise.

## AUTHOR CONTRIBUTIONS

M.R., A.F., J.O.T., S.C., M.G.P., and M.C. conception and design of research; M.R., A.F., A.O., E.N., S.M., M.E.F., D.M., E.B., W.J.G., S.C., and M.C. performed experiments; M.R., M.K., A.F., A.O., Y.-W.C., E.N., S.M., M.E.F., D.M., J.D.M., W.J.G., G.M., and M.C. analyzed data; M.R., J.D.M., G.M., M.G.P., and M.C. interpreted results of experiments; M.R., M.K., A.F., A.O., Y.-W.C., and M.C. prepared figures; M.R. and M.C. drafted manuscript; M.R., S.C., M.G.P., and M.C. edited and revised manuscript; M.R., J.D.M., and M.C. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

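RNA of interscapular BAT, inguinal sWAT and mesenteric mWAT from mice kept at 28 or 6°C was measured on 18 Affymetrix arrays, 3 for each depot and temperature. The deposited intensities are values that the authors had background adjusted, summarized and normalized between arrays with Bioconductor (affy) before deposit. Their algorithm is not named, and the methods and the legends of Figs. 1 and 2 name different array types. The values are on a linear scale, 1 for each probe set and array. Each array was placed in its group by title, source name and description before its values were seen, while the tissue and temperature among its other characteristics name other groups. Over all probe sets the groups by title account for a median of 65.3% of the variance between arrays and those by the other characteristics for 41.5%. The labels do not say which arrays share a mouse, so no pairs or blocks were used.

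The log2 of the intensities was tested without further normalization or filter in R 4.3.3 with limma 3.58.1, with a mean for each of the 6 groups in 1 fit. This fit has 12 residual degrees of freedom and prior degrees of freedom of 2.64. Contrasts were 6 minus 28°C in each depot, depot minus depot at 28°C, and the difference of the 6 minus 28°C contrasts between depots, and for Nrip1 alone depot minus depot at 6°C. The p-values of each contrast were adjusted by Benjamini-Hochberg over 45037 probe sets, after 64 control probe sets of the array had been left out, and the threshold was an adjusted p of 0.01 as in the methods of the paper. Gene names came from the table of probe sets: 34958 probe sets name 1 gene, 932 name several and 9211 none, which leaves some genes of the paper's tables without a name here.

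The 38 gene lists were of 3 kinds, metabolic pathways, other pathways that the paper discusses, and markers of adipocyte types and of other cell types that a dissected depot can hold. They hold 836 members, of which 769 have a probe set. Some markers were known from Tables 1 and 2 of the paper when the lists were written. Each list was tested with limma's camera on 1 probe set per gene, that of highest mean, with a preset correlation of 0.01, Benjamini-Hochberg adjustment over the lists of a contrast and a threshold of 0.05. Beside each call stands camera with a correlation estimated from the arrays, and the number of members past the threshold when p is adjusted over all probe sets or over the list alone. The genes named in the text are those the paper names for its arrays, the 10 largest rises and falls of a comparison among those past the threshold with arrays that do not overlap, up to 4 members of a list with the largest change, and the 5 largest differences each way between cold responses, and genes outside this rule are named only to spell out a count of 5 or fewer. The paper's values had been read when this rule was written.

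The table gives no background or detection values, so the precision was examined with simulated data whose spread was taken from the real arrays. The real spread differs between groups, with an SD of the T cell list of 2.59 in mWAT and 0.28 in BAT at 28°C. Whether the simulated mWAT arrays hold such differences was not tested, so recovery in mWAT may be overstated. With 4-fold changes the test recovered 83.6% of the changed probe sets for BAT at 6 versus 28°C, 80.6% for mWAT at 6 versus 28°C, 77.6% for sWAT versus mWAT and 62.7% for the difference between the cold responses of sWAT and mWAT, and with 2-fold changes 43.3%, 40.3%, 37.3% and 8.96%. In a test of the lists, the citrate cycle list was shifted by 1 log2 for BAT at 6 versus 28°C. Camera then called 4 of 38 lists with the preset correlation and 1 with an estimated one. Whether the other called lists share members with the shifted list was not tested. The count therefore does not tell whether the preset correlation calls lists without shifted genes. The alternatives set before the data were examined were an adjusted p of 0.05 or 0.10, a change of at least 2-fold, a fit of the compared groups alone, quantile normalization, centring of arrays on their medians, leaving out dim probe sets, limma with a variance trend and robust estimates, the mean of the probe sets of a gene, camera with an estimated correlation, and leaving out each array in turn. The list means of lymphocytes, skeletal muscle and pancreas as covariates, leaving out both mesenteric arrays C, and unadjusted thresholds were added after the data were seen. The tissue sections, quantitative PCR and protein measures of the paper were not analysed here.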

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

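The tests of lymphocytes throughout mesenteric fat, of lymph node tissue as the source of macrophage, complement and MHC class II genes and of attached muscle, and the fit with list means as covariates, were chosen after the results were seen.

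The response to 6°C differed between BAT and sWAT in 163 probe sets, by a limma test of the difference itself, 65 positive and 98 negative as BAT minus sWAT. The largest positive differences were in Bmp8b (4.45 ± 0.43), Fhdc1 (3.99 ± 0.64), Mfsd2a (3.85 ± 0.39), Lgr6 (3.56 ± 0.49) and Rims2 (3.39 ± 0.52) and the largest negative in B3galt2 (-4.10 ± 0.65), Rab17 (-4.04 ± 0.52), Snhg11 (-3.85 ± 0.52), D630004K10Rik (-3.34 ± 0.40) and Ucp1 (-3.31 ± 0.42), at adjusted p of 0.00048 to 0.0066. Of the negative ones B3galt2 (-3.69 ± 0.46), Rab17 (-3.84 ± 0.37), Snhg11 (-3.75 ± 0.36) and D630004K10Rik (-2.80 ± 0.28) fell in BAT, B3galt2 not past the threshold in its brightest probe set, and Ucp1 rose in sWAT. In BAT Ucp1 had a log2 intensity of 14.0 at 28°C and a change of 0.34 at 6°C. Whether the arrays still resolve a rise at so high a level was not tested. The count was 57, 94 and 52 without BAT A, B or C at 6°C, 54, 47 and 54 without BAT A, B or C at 28°C, 81, 62 and 54 without sWAT A, B or C at 6°C and 68 and 57 without sWAT A or B at 28°C. Of 100 splits of the labels within the depots drawn at random, 6, the real one included, gave as many, so chance is not excluded by this count, and the highest other split gave 613. Each of the 5 others kept the real contrast of temperatures, or its mirror, in 1 depot, and 613 came with the real labels in BAT and mixed ones in sWAT, several times the real count, which points to the strong BAT response as the structure behind it. The 80 splits with mixed labels in both depots gave 0 at most.

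Between BAT and mWAT the response to 6°C differed in 262 probe sets, 164 positive and 98 negative as BAT minus mWAT. The largest were in Bmp8b (4.86 ± 0.43), 9030619P08Rik (4.15 ± 0.47), Ncan (3.82 ± 0.46), Rims2 (3.81 ± 0.52) and Serpina12 (3.76 ± 0.47), positive, and in B3galt2 (-4.02 ± 0.65), Rab17 (-3.97 ± 0.52), St6galnac5 (-3.34 ± 0.57), Snhg11 (-3.25 ± 0.52) and Pon1 (-3.04 ± 0.50), negative and with B3galt2, Rab17, Snhg11 and Pon1 falling in BAT, at adjusted p of 0.00014 to 0.0071 from limma. The count was 116, 163 and 95 without BAT A, B or C at 6°C, 149, 96 and 95 without BAT A, B or C at 28°C, 109 and 105 without mWAT A or B at 6°C and 139, 152 and 157 without mWAT A, B or C at 28°C. In this test 9 of 100 splits gave as many, the real one included, so chance is again not excluded by the count. The highest other gave 1259, with real labels in BAT and mixed ones in mWAT, which points to the same structure, and the 82 splits mixed in both depots gave 2 at most. Between sWAT and mWAT 0 probe sets passed in limma (2287 at an unadjusted p under 0.05). A count of 0 fixes the outcome, with 100 of 100 splits giving as many, and tests nothing. The highest other was 179, with the labels of 1 depot mirrored, which adds the 2 cold responses instead of subtracting them. The call of B3galt2, Pon1, Snhg11 and St6galnac5 (the difference between BAT and mWAT) and B3galt2, Fhdc1, Lgr6 and Rims2 (the difference between BAT and sWAT) was lost in at least 1 fit each without 1 array, any 1 of the 18 arrays, at adjusted p of 0.01 to 0.025.

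As lists T and B cell genes were called higher in mWAT than in BAT at 28°C (adjusted p = 0.59 and 0.54 with an estimated correlation), with 3 of 17 and 7 of 15 genes past the threshold. The lowest mesenteric array lay at -0.0730 log2 relative to the highest BAT array in the T cell list, while in the B cell list mWAT C lay at 7.20 and 6.97 and BAT at 6.96 at most, so more lymphocytes throughout mesenteric fat cannot be told apart from no more of them in mWAT C than in BAT, as these gaps lie within the spread of the BAT arrays. In a list of genes of lymph node stroma, 6 of them measured and none held by another list, the means were 8.47 and 8.70 in mWAT A and B at 28°C and 9.07 and 8.85 at 6°C, 6.99 and 6.94 in mWAT C, 5.02 to 6.01 in BAT and 6.59 to 7.79 in sWAT. Cxcl13 was at 12.4 to 12.7 in mWAT A and B and 11.0 to 11.1 in mWAT C but also at 11.0 to 12.6 in sWAT, Madcam1 was at 9.30 to 9.82 in A and B and within the range of BAT in C (5.27 and 5.38), Siglec1, Clec4g and Tnfsf11 were lower in C than in A and B too, and Chst4 alone went the other way, at 9.02 and 8.71 in mWAT C and 7.11 to 8.13 in A and B. The gap of 1.48 in the list mean was under the 2 log2 units that lymph node tissue in some of the dissected pieces was set to give and over the 0.5 that would have excluded it, so that source may apply but cannot be told apart from other differences between these unsorted tissues.

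Macrophage, complement and MHC class II genes lay above every BAT array in every mesenteric array, by at least 0.660, 1.11 and 0.671 where BAT arrays had an SD of 0.222, 0.289 and 0.248, which argues against lymph node tissue as their whole source and leaves a difference between the depots open.

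Skeletal muscle genes were lower as a list at 6°C than at 28°C in BAT and in sWAT, with the preset correlation only. Of its 24 members Pgam2 and Eno3 also stand in the glycolysis list. Arrays of the same group stood far apart in the skeletal muscle list. The range of the list mean within a group was 4.03 log2 in BAT at 28°C, 2.54 in BAT at 6°C, 4.37 in sWAT at 28°C and 4.41 in sWAT at 6°C, and every member went along in each. These values are what muscle attached to some of the dissected pieces would give, which may therefore be their source. The mean fall at 6°C was -2.66 in BAT (exact permutation p = 0.2) and -1.48 in sWAT (p = 0.5), and over both depots -2.07 (p = 0.11 over 400 reassignments of temperature within depots). An effect of temperature on these genes cannot be told apart from uneven attached muscle, because in each group arrays lay further apart than the mean fall over both depots.

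Few probe sets passed in mWAT at 6 versus 28°C, 1, that of Ucp1 (none without mWAT A or C at 28°C or A at 6°C, a second, of Nrg4, without sWAT B or C at 28°C, and 4 without mWAT C at 6°C, Ucp1, Adamts19, G0s2 and 1 not named here). With the list means of lymphocytes, skeletal muscle and pancreas as covariates 1 passed, again Ucp1, which argues against uneven tissue composition of the mesenteric arrays, as far as these lists describe it, as what hides more. In simulated data the test in mWAT recovered 80.6% of 4-fold and 40.3% of 2-fold changes. Whether those data hold the large differences between mWAT arrays was not tested, so these shares may be too high. Over the probe sets that rose in BAT the median change in mWAT was 0.237 times that in sWAT, and 0.390 times over those that fell in BAT, as smaller changes in mWAT would give. A smaller response of mWAT to cold may therefore underlie the few calls, a hypothesis found and tested on the same arrays, while the difference between sWAT and mWAT passed in no single probe set.

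The mean of the pancreas list, which holds genes of digestive enzymes and is of a tissue outside the study, was highest in mWAT B at 6°C, 7.26 log2 above the median of all arrays. Among the other depots it reached 9.02 in BAT C at 6°C.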

How the results depend on the processing

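The covariates, the fit without both mesenteric arrays C and the unadjusted thresholds were chosen after the results were seen, and the other settings of this part were planned. No paired analysis was possible because the labels carry no replicate numbers and do not say which arrays share a mouse. The mean of the probe sets of a gene gives no count of probe sets.

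The number of probe sets past the threshold moved by more than 1.5 times as follows, and the cause was not tested beyond the looser or stricter threshold itself. At an adjusted p under 0.05 it was 5500 (BAT in the cold), 694 (sWAT in the cold), 4 (mWAT in the cold), 16567 (BAT versus sWAT), 4494 (sWAT versus mWAT), 765 (BAT–sWAT response), 1063 (BAT–mWAT response), 5 (sWAT–mWAT response), 552 (the brite set) and 51 (the cold-only set). At 0.10 it was 8089 (BAT in the cold), 1234 (sWAT in the cold), 6 (mWAT in the cold), 20203 (BAT versus sWAT), 21867 (BAT versus mWAT), 5917 (sWAT versus mWAT), 1496 (BAT–sWAT response), 1980 (BAT–mWAT response), 13 (sWAT–mWAT response), 933 (the brite set) and 101 (the cold-only set). With a change of at least 2-fold it was 1289 (BAT in the cold), 6064 (BAT versus sWAT), 7576 (BAT versus mWAT) and 108 (the brite set). With the compared groups alone, a fit of fewer arrays, it was 928 (BAT in the cold), 2 (sWAT in the cold), 0 (mWAT in the cold), 7462 (BAT versus mWAT), 931 (sWAT versus mWAT), 40 (BAT–mWAT response), 2 (the brite set) and 0 (the cold-only set), where the 2 are Cox7a1 and Ppara. Without dim probe sets, which leaves fewer to adjust over, it was 376 (sWAT in the cold), 295 (BAT–sWAT response), 450 (BAT–mWAT response) and 316 (the brite set). With limma's trend and robust estimates it was 462 (sWAT in the cold), 4 (mWAT in the cold), 292 (BAT–sWAT response), 405 (BAT–mWAT response), 5 (sWAT–mWAT response) and 377 (the brite set). With the covariates it was 5821 (BAT versus sWAT), 7854 (BAT versus mWAT), 368 (BAT–sWAT response), 442 (BAT–mWAT response), 8 (sWAT–mWAT response) and 61 (the cold-only set), and without both mesenteric arrays C 394 (sWAT in the cold), 405 (BAT–sWAT response), 4 (sWAT–mWAT response) and 330 (the brite set). At an unadjusted p under 0.01 it was 6540 (BAT in the cold), 2351 (sWAT in the cold), 450 (mWAT in the cold), 5461 (sWAT versus mWAT), 2642 (BAT–sWAT response), 3031 (BAT–mWAT response), 533 (sWAT–mWAT response), 1368 (the brite set) and 329 (the cold-only set), and under 0.05 11852 (BAT in the cold), 5562 (sWAT in the cold), 1819 (mWAT in the cold), 20750 (BAT versus sWAT), 22002 (BAT versus mWAT), 9394 (sWAT versus mWAT), 6424 (BAT–sWAT response), 7051 (BAT–mWAT response), 2287 (sWAT–mWAT response), 2572 (the brite set) and 666 (the cold-only set). The 4 of mWAT are Ucp1, Coq8a, Nfil3 and Nrg4 both times, the 5 of the sWAT–mWAT response Slc27a2, Cox7a1, Acot11, Acaa2 and 1 not named here both times, and the 4 are Slc27a2, Cox7a1, Acot11 and 1 not named here. Quantile normalization and centring on medians left every count within 1.5 times.

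Leaving out each array in turn gave 1072 to 2718 (BAT in the cold), 58 to 274 (sWAT in the cold), 0 to 4 (mWAT in the cold), 47 to 227 (BAT–sWAT response), 95 to 369 (BAT–mWAT response), 0 to 10 (sWAT–mWAT response), 48 to 224 (the brite set) and 3 to 27 (the cold-only set) probe sets. The share of the cold-only set that also rose in BAT was 37.5 to 100%. Of gene lists, 4 to 12 were called in BAT and 11 to 21 in mWAT in the cold. With an estimated correlation the called lists numbered 0 (BAT), 1 (sWAT, brown fat thermogenesis) and 0 (mWAT) in the cold, 0 and 0 for BAT over sWAT and mWAT and 1 for sWAT over mWAT (enteric neurons), where the preset 0.01 gives a narrower spread. For BAT in the cold they were 16 at an adjusted p under 0.10 and, with an unadjusted p under 0.05 for lists, 16 beside either unadjusted threshold of probe sets, and for sWAT over mWAT 19 without both mesenteric arrays C. Nrip1 at 6°C did not pass over mWAT with the compared groups alone (-1.30, adjusted p = 0.012) or over sWAT with the covariates (-1.44, adjusted p = 0.014).

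Of 304 values of named genes (226 past the threshold) and 82 of gene lists (62 called), the settings kept 3530 of 3899 and 1017 of 1146 comparisons on their side of the threshold with their direction, and leaving out 1 array 4941 of 5436 and 1423 of 1476. Direction reversed in 12, 8, 9 and 4 of these. With the covariates, the reversals of the T cell, B cell, pancreas and skeletal muscle lists and of Pgam2, Samsn1 and Ighv14-2 follow from taking out the mean of those lists or cells and say nothing of stability, and the cause of the others was not tested. These were with the covariates, 9030619P08Rik in BAT versus mWAT (0.14), Atf5 in BAT versus sWAT (-0.00555), Cidea in BAT in the cold (-0.0536), Ighv14-2 in BAT versus mWAT (0.42), Ighv14-2 in BAT versus sWAT (0.21), Pax6 in BAT versus mWAT (-0.13), Pgam2 in BAT in the cold (0.69), Samsn1 in BAT versus mWAT (0.0169), Samsn1 in BAT versus sWAT (0.28), B cells in sWAT in the cold (0.0278), T cells in BAT versus mWAT (0.64), T cells in BAT versus sWAT (0.14), interleukins and their receptors in sWAT versus mWAT (-0.00242), pancreas in mWAT in the cold (-0.0511) and skeletal muscle in BAT in the cold (0.22). Without BAT A at 28°C, 9030619P08Rik in BAT versus mWAT (0.11), Vegfc in BAT versus mWAT (0.0650) and Vegfc in BAT versus sWAT (0.0231). Without mWAT B at 28°C, 9030619P08Rik in BAT versus mWAT (0.0366) and Nr5a1 in BAT versus mWAT (-0.0606). Without BAT A at 6°C, Cidea in BAT in the cold (-0.00579). Without BAT C at 28°C, Nr5a1 in BAT versus mWAT (-0.24). With arrays centred, Vegfc in BAT versus mWAT (0.0655) and Vegfc in BAT versus sWAT (0.0364). Without both mesenteric arrays C, Vegfc in BAT versus mWAT (0.11) and interleukins and their receptors in sWAT versus mWAT (-0.18). Without mWAT C at 28°C, Vegfc in BAT versus mWAT (0.11) and interleukins and their receptors in sWAT versus mWAT (-0.18). Without sWAT B at 28°C, Vegfc in BAT versus sWAT (0.0338). Without sWAT A at 28°C, B cells in sWAT in the cold (0.22) and interleukins and their receptors in sWAT versus mWAT (-0.11). With the compared groups alone, interleukins and their receptors in sWAT versus mWAT (0.0799, in the rank test alone). Without mWAT B at 6°C, pancreas in mWAT in the cold (-1.24). Over all arrays left out in turn, the ranges of these values were -0.45 to 0.11 (9030619P08Rik, BAT versus mWAT), -0.82 to 0.22 (B cells, sWAT in the cold), -0.00579 to 0.0499 (Cidea, BAT in the cold), -0.24 to 0.22 (Nr5a1, BAT versus mWAT), -0.17 to 0.11 (Vegfc, BAT versus mWAT), -0.19 to 0.0338 (Vegfc, BAT versus sWAT), -0.18 to 0.16 (interleukins and their receptors, sWAT versus mWAT) and -1.24 to 3.31 (pancreas, mWAT in the cold).

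The 3 arrays of each of 2 groups can be split in 10 ways, too few for a share under 0.05. The real split and the highest of the others, with the number of splits that gave as many in parentheses, called 2377 and 0 (1 of 10), 216 and 0 (1 of 10), 1 and 1 (3 of 10) probe sets in BAT, sWAT and mWAT in the cold, 10301 and 4 (1 of 10), 12230 and 0 (1 of 10), 2631 and 0 (1 of 10) for BAT over sWAT, BAT over mWAT and sWAT over mWAT, and 171 and 0 (1 of 10), 24 and 0 (1 of 10) for the brite and cold-only sets. For lists they called 9 and 9 (2 of 10), 20 and 20 (2 of 10), 13 and 26 (5 of 10), 19 and 24 (6 of 10), 22 and 23 (3 of 10), 10 and 24 (9 of 10) in the same order. That splits called up to 26 lists in mWAT and 24 between sWAT and mWAT points to differences between arrays of 1 group that move whole lists.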

Differences from the paper's values

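The unadjusted thresholds, the covariates and the fit without both mesenteric arrays C were chosen after the values were seen, and the other settings of this part were planned before the data were examined.

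The paper gives 11,180 probes called in BAT at 6°C, where 2377 passed here, 2,178 in sWAT, where 216 passed, and 8 in mWAT, where 1 passed, Ucp1. Of the numbers here, the first was 1248, 1571 and 1072 without BAT A, B or C at 6°C and 1138 and 1151 without BAT B or C at 28°C, the second 63, 113 and 82 without sWAT A, B or C at 6°C and 58 and 60 without sWAT A or B at 28°C, and the third 2 and 2 without sWAT B or C at 28°C, 0 and 4 without mWAT A or C at 6°C and 0 and 0 without mWAT A or C at 28°C. Between depots at 28°C the paper gives 25,625 for BAT and sWAT, 30,242 for BAT and mWAT and 9,647 for sWAT and mWAT, where 10301, 12230 and 2631 passed. The methods of the paper state an adjusted p of 0.01, used here, and its legends 5 and 10% FDR. An adjusted p under 0.10 gives 8089 for BAT, 6 for mWAT, 20203 for BAT and sWAT and 21867 for BAT and mWAT, each within 1.5 times the paper's number, and the other planned settings, 0.05, 2-fold, the compared groups alone, quantile normalization, centring, dim probe sets, trend and robust estimates and each array left out, do not. For sWAT at 6°C and for sWAT and mWAT no planned setting does. An unadjusted p under 0.05, chosen after seeing the values, gives 11852 for BAT at 6°C, 20750 for BAT and sWAT, 22002 for BAT and mWAT and 9394 for sWAT and mWAT and drops 0, 0, 0 and 0 of the 18, 17, 16 and 18 genes of Tables 1 and 2 that are named here. An unadjusted p under 0.01, chosen after seeing the values, gives 2351 for sWAT at 6°C and drops 1 of 18.

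By the rule of Table 4 the paper lists 53 genes, 40 of them by its text also higher in BAT at 6°C, and here 20 and 13 met the rule. With an adjusted p under 0.05 they are 41 and 32 and under 0.10 79 and 53, within 1.5 times, and with the other planned settings not. Without sWAT A, B or C at 6°C they are 7 and 3, 11 and 6 and 8 and 6, and without sWAT A or B at 28°C 3 and 3 and 4 and 3. In the table 39 symbols carry the mark for BAT that its text counts as 40.

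Of 93 fold changes of Tables 1 and 2 that are named here, 10 lie more than 1.5 times from the paper's, and 6 of these also by more than the replicate SD of the log2 change, these 6 larger here. Each was taken from the probe set that changed most in the listed direction, which is not always the brightest. In all 10 the lower group had a mean log2 intensity of 2.93 to 5.61, under array medians of 6.97 to 7.20 and with no background values, so the exact folds, and how far they lie from the paper's, are not measured. Within that SD, B3galt2 in BAT at 6°C (12.9 and 8.52) and Cxcl15 in sWAT over mWAT (199 and 116.61) were larger here than in the paper, and 4933433H22Rik in BAT (9.20 and 15.12) and 9030619P08Rik in sWAT (8.77 and 13.29) at 6°C smaller. Beyond it, BAT over mWAT, Bnc1 was 145 here and 91.40 in the paper, lower in BAT. sWAT over mWAT, the values here and the paper's were 486 and 263.18 for Upk3b, 410 and 235.42 for Snap25, 248 and 152.72 for Scg2, 192 and 113.28 for Vip and 167 and 95.51 for Resp18. Those that no longer differed were Bnc1 with arrays centred on their medians and without BAT B or mWAT C at 28°C, Upk3b and Snap25 with the mean of the probe sets of a gene, Snap25, Scg2, Vip and Resp18 without mWAT C at 28°C, and Resp18 also without sWAT A at 28°C, and under the other planned settings each still differed.

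In sWAT relative to mWAT at 28°C the paper names neuronal signaling as a pathway of sWAT. Here the lists of enteric neurons (median log2 change -4.12, adjusted p = 4.5e-34, adjusted p = 0.038 with an estimated correlation) and of synaptic transmission (median log2 change -1.03, adjusted p = 2.0e-12, adjusted p = 0.067 with an estimated correlation) were called lower in sWAT, as are Snap25, Scg2 and Vip here and in the paper's Table 2. It names interleukins as a pathway of mWAT, and here their list was not called (median log2 change 0.08, adjusted p = 0.86, from camera in limma). C/EBPβ, BCL-6, SF1, Pax6 and ATF-5 are given as higher in BAT than in WAT at 28°C. Here Bcl6 was higher than in both depots, and Cebpb and Atf5 than in mWAT. Over sWAT Atf5 (0.38 ± 0.18, adjusted p = 0.11) did not pass under any setting. Of 2 probe sets of Cebpb 1 was higher over sWAT past the threshold, which is no difference from the paper, and the brightest (1.27 ± 0.36, adjusted p = 0.012) was not but passed with adjusted p under 0.05, adjusted p under 0.10, arrays centred on their medians, dim probe sets left out, limma trend and robust, mean of the probe sets, both mesenteric arrays C left out, unadjusted p under 0.01, unadjusted p under 0.05, without sWAT C at 28°C, without BAT C at 28°C and without mWAT C at 6°C. Here Nr5a1 did not pass over sWAT (0.37 ± 0.27, adjusted p = 0.31) or mWAT (0.04 ± 0.27, adjusted p = 0.92), under any setting. Pax6 did not pass over sWAT (0.47 ± 0.21, adjusted p = 0.098) or mWAT (0.63 ± 0.21, adjusted p = 0.03), and passed over sWAT with adjusted p under 0.10, mean of the probe sets and unadjusted p under 0.05 and over mWAT with adjusted p under 0.05, adjusted p under 0.10, mean of the probe sets and unadjusted p under 0.05.

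Vegfc is given as reduced by cold and higher in WAT. Here 1 of its 3 probe sets was lower past the threshold in BAT at 6°C, which is no difference from the paper (log2 changes of -1.39 to -0.30). The brightest did not pass in BAT (-0.43 ± 0.19, adjusted p = 0.16) or sWAT (-0.46 ± 0.19, adjusted p = 0.31) at 6°C, nor in BAT over sWAT (-0.11 ± 0.19, adjusted p = 0.69) or mWAT (-0.06 ± 0.19, adjusted p = 0.81), and passed in BAT at 6°C with mean of the probe sets and unadjusted p under 0.05 and in sWAT with unadjusted p under 0.05. PRDM16 and PGC-1α are given as higher in sWAT in the cold. At 6°C Prdm16 did not pass here (0.38 ± 0.23, adjusted p = 0.56) under any setting, nor Ppargc1a (1.46 ± 0.40, adjusted p = 0.093), which passed with adjusted p under 0.10, covariates, unadjusted p under 0.01 and unadjusted p under 0.05, while both were higher in BAT. Bmp8b and Rgs7 are given as higher in sWAT in the cold. At 6°C neither passed here (Bmp8b 0.82 ± 0.29, adjusted p = 0.21, Rgs7 1.09 ± 0.30, adjusted p = 0.096), Bmp8b passed with unadjusted p under 0.05 and Rgs7 with adjusted p under 0.10, both mesenteric arrays C left out, unadjusted p under 0.01 and unadjusted p under 0.05. Nnat is given as lower in BAT in the cold, and here did not pass (-2.27 ± 0.59, adjusted p = 0.02) but with adjusted p under 0.05, adjusted p under 0.10, unadjusted p under 0.01, unadjusted p under 0.05 and without sWAT B at 6°C, and fell in sWAT. Acin1, Ccr2, Far1, Pdia3, Zfp36l, Tnfrsf21 and Ostc are given as higher at 28°C. In sWAT none passed here but Pdia3 with adjusted p under 0.10, Ostc, Pdia3, Tnfrsf21 and Zfp36l1 with unadjusted p under 0.01 and these, Acin1 and Far1 with unadjusted p under 0.05. Of the genes of Table 1 named here, the main fit passes 10 of 18 for sWAT at 6°C and 13 of 18 for BAT at 6°C. For sWAT the settings added after seeing the values drop 8 with the covariates and 8 without both mesenteric arrays C. Each of these 2 settings passes 10 of 18, the same number as the main fit. For sWAT 1 is dropped at an unadjusted p under 0.01 and 0 under 0.05, and for BAT 3 and 0.

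Of pathways called lower in BAT in the cold, cell cycle genes here were not called (median log2 change 0.19, adjusted p = 0.65), nor was the list of VEGF ligands and receptors (median log2 change 0.04, adjusted p = 0.6). With the covariates, chosen after seeing the values, the cell cycle list was called in the other direction. Of immune pathways called lower in sWAT in the cold, genes of natural killer cells (median log2 change -0.24, adjusted p = 0.1) and of MHC class II antigen presentation (median log2 change -0.25, adjusted p = 0.14) were not called, the latter but with compared groups alone, both mesenteric arrays C left out and without sWAT C at 28°C. Left out alone, BAT C at 28°C, sWAT B at 6°C, sWAT C at 28°C or mWAT C at 6°C brought Cebpb (BAT versus sWAT), Nnat (BAT in the cold) and the list of MHC class II antigen presentation (sWAT in the cold) past the threshold in at least 1 fit each, at adjusted p of 0.0048 to 0.03.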

Other observations

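The choice of lists for this part was made after their results were seen. Genes of the circadian clock were higher as a list in sWAT at 6°C (median log2 change 0.47, adjusted p = 0.048 from camera in limma, adjusted p = 0.53 with an estimated correlation). Of 18 members, 2 rose, Dbp and Nr1d1 (2.06 ± 0.31), which encodes REV-ERBα, and 1 fell, Nfil3 (-1.30 ± 0.20), a repressor of Dbp targets, while 11 had an unadjusted p under 0.05. In mWAT the list was not called (adjusted p = 0.22) and 0 members passed in limma, with 11 at an unadjusted p under 0.05 (Dbp 1.73 ± 0.36, Nr1d1 1.72 ± 0.31, Nfil3 -1.45 ± 0.20 and Per3 1.24 ± 0.39). Mammary epithelial genes were higher in sWAT than in mWAT at 28°C (median 4.44, adjusted p = 4.2e-21, adjusted p = 0.067 with an estimated correlation), with 16 of 26 members higher, among them Btn1a1, butyrophilin of milk fat globules (7.28 ± 0.48), and the mucin gene Muc15 (7.23 ± 0.98). Relative to sWAT they were lower in BAT (median -5.50, 21 lower, adjusted p = 1.6e-14, adjusted p = 0.15 with an estimated correlation). Brite markers as a list were lower in BAT than in sWAT (median -1.56, adjusted p = 0.0047, adjusted p = 0.15 with an estimated correlation), with 7 of 14 lower, Cited1 (-4.49 ± 0.44), Shox2 (-2.58 ± 0.19) and Tmem26 (-2.56 ± 0.33) among them, and 3 higher, Aqp7, Car4 and Mtus1. At 6 versus 28°C in sWAT they were not called (adjusted p = 0.42), and 0 passed in limma with 5 at an unadjusted p under 0.05 (Cited1, Aqp7, Car4, Shox2 and Mtus1, with Cited1 at -1.34 ± 0.44 and Aqp7 at 1.10 ± 0.26). White adipocyte markers were lower in BAT than in sWAT (9 of 16 lower, adjusted p = 0.0011, adjusted p = 0.24 with an estimated correlation), Vdr, the vitamin D receptor, by -2.61 ± 0.28.

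Endothelial genes were higher as a list at 6°C in sWAT (median 0.28, adjusted p = 0.0077, adjusted p = 0.53 with an estimated correlation) and in mWAT (median 0.21, adjusted p = 0.0063, adjusted p = 0.76 with an estimated correlation), with 0 of 18 members past the threshold in limma in either, 4 (Cldn5, Cdh5, Sox18 and Kdr) and 2 (Egfl7 and Ramp2) at an unadjusted p under 0.05, and Cldn5 of tight junctions at 0.88 ± 0.26 in sWAT and 0.44 ± 0.26 in mWAT. Erythroid genes too were higher in sWAT (adjusted p = 0.018, adjusted p = 0.17 with an estimated correlation) and mWAT (adjusted p = 0.015, adjusted p = 0.34 with an estimated correlation), with 0 of 5 past in either, 2 (Alas2 and Hbb-b2) and 3 (Alas2, Epb42 and Slc4a1) at an unadjusted p under 0.05, and Alas2 of heme synthesis at 1.35 ± 0.38 and 1.14 ± 0.38. Without 1 array, any array but BAT A and C at 6°C, BAT A, B and C at 28°C, mWAT A and B at 6°C and mWAT B at 28°C, Nfil3, Nr1d1, the list of circadian clock, the list of endothelium and the list of erythroid cells (sWAT in the cold) and the list of endothelium and the list of erythroid cells (mWAT in the cold) no longer passed in at least 1 fit each, at adjusted p of 0.012 to 0.38. Aqp7 (sWAT in the cold) and the list of circadian clock (mWAT in the cold) passed in at least 1 fit each without sWAT C at 28°C, mWAT B at 6°C or mWAT C at 28°C, at adjusted p of 0.006 to 0.044.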
